# Role of CCR2^+^ Myeloid Cells in Inflammation Responses Driven by Expression of a Surfactant Protein-C Mutant in the Alveolar Epithelium

**DOI:** 10.3389/fimmu.2021.665818

**Published:** 2021-04-22

**Authors:** Alessandro Venosa, Sophie Cowman, Jeremy Katzen, Yaniv Tomer, Brittnie S. Armstrong, Surafel Mulugeta, Michael F. Beers

**Keywords:** alveolar type-2 cell, Sftpc I73T surfactant protein-C I73T mutant, idiopathic pulmonary fibrosis, chemokine receptor-2, monocyte-derived alveolar macrophages, acute exacerbation of PF

## Abstract

Acute inflammatory exacerbations (AIE) represent precipitous deteriorations of a number of chronic lung conditions, including pulmonary fibrosis (PF), chronic obstructive pulmonary disease and asthma. AIEs are marked by diffuse and persistent polycellular alveolitis that profoundly accelerate lung function decline and mortality. In particular, excess monocyte mobilization during AIE and their persistence in the lung have been linked to poor disease outcome. The etiology of AIEs remains quite uncertain, but environmental exposure and genetic predisposition/mutations have been identified as two contributing factors. Guided by clinical evidence, we have developed a mutant model of pulmonary fibrosis leveraging the PF-linked missense isoleucine to threonine substitution at position 73 [I73T] in the alveolar type-2 cell-restricted Surfactant Protein-C [SP-C] gene [*SFTPC*]. With this toolbox at hand, the present work investigates the role of peripheral monocytes during the initiation and progression of AIE-PF. Genetic ablation of CCR2^+^ monocytes (SP-C^I73T^CCR2^KO^) resulted in improved lung histology, mouse survival, and reduced inflammation compared to SP-C^I73T^CCR2^WT^ cohorts. FACS analysis of CD11b^+^CD64^-^Ly6C^hi^ monocytes isolated 3 d and 14 d after SP-C^I73T^ induced injury reveals dynamic transcriptional changes associated with “Innate Immunity’ and ‘Extracellular Matrix Organization’ signaling. While immunohistochemical and *in situ* hybridization analysis revealed comparable levels of *tgfb1* mRNA expression localized primarily in parenchymal cells found nearby foci of injury we found reduced effector cell activation (C1q, iNOS, Arg1) in SP-C^I73T^CCR2^KO^ lungs as well as partial colocalization of *tgfb1* mRNA expression in Arg1^+^ cells. These results provide a detailed picture of the role of resident macrophages and recruited monocytes in the context of AIE-PF driven by alveolar epithelial dysfunction.

## Introduction

Pulmonary fibrosis (PF) is a devastating degenerating disease characterized by failure to properly resolve inflammation, heterogeneous disruption of alveolar and bronchiolar architecture, and irreversible scarring (1–3). Despite the intrinsic ability of the lung parenchyma to withstand repeated bouts of injury, persistent and widespread stress induced by endogenous (functional mutations) and/or exogenous (infection, toxicant exposure) sources promotes aberrant epithelial-immune and epithelial-mesenchymal communication. In this context, inflammation has been widely studied as an essential aspect of fibrogenic scarring and PF progression, with so called “acute inflammatory exacerbations” (AIE) strongly linked to lung function decline and mortality (4–6). Both clinical and experimental evidence indicate that mononuclear myeloid cell function reflects disease outcome, whereby disproportionate mobilization of peripheral monocytes, as well as their persistence in the lung as monocyte-derived alveolar macrophages, are associated with poor outcome (7–10).

Our understanding of the phenotype and function of resident and monocyte-derived macrophages and infiltrating monocytes in the context of chronic injury and fibrosis has been revolutionized in the past decade (8, 10–16). As a result, a growing research area is now dedicated to comprehend the interplay between ontogeny and polarization from birth to adulthood, in healthy and disease state (16–19). Leveraging chemical-induced fibrosis (i.e., bleomycin, asbestos) and innovative lineage tracing systems defined peripheral monocytes as a dynamic mixture of populations that has the capacity to differentiate into alveolar macrophage-like cells, yet remains incompetent in their ability to terminate/resolve inflammation, a function central to “true” resident alveolar macrophages (9, 14). With this in mind, it is essential to comprehend monocyte biology to fully appreciate their role in injury resolution and tissue remodeling occurring during AIE-PF (9, 20).

The etiological, temporal, and spatial complexity of PF has thus far represented an almost insurmountable roadblock to overcome. Epidemiological observation of familial cohorts of PF supports the notion that parenchymal mutations contribute to PF pathogenesis and progression, and provides a workable platform to develop translationally relevant models of PF (2, 21–23). In particular, mutations associated with key functional genes (i.e., telomere function, or pulmonary surfactants) are shown to robustly generate a fibrotic phenotype (3, 24). The most common mutation in the alveolar epithelial-restricted gene encoding for surfactant protein C (SP-C), the missense substitution g.1286T>C leading to isoleucine to threonine substitution at position 73 in the SFTPC proprotein (“SP-C^I73T^”), has been linked to extensive tissue remodeling driven by aberrant macroautophagy and mitophagy function (25, 26). We have previously demonstrated that allelic insertion of the mutant SP-C^I73T^ generates a viable strain producing hypomorphic levels of mutant SP-C (≈20% of SP-C^WT^ expression). This is associated with relatively moderate inflammation and lung remodeling (23). Thanks to its inducible nature, SP-C mutant levels can be tripled, thereby overwhelming epithelial cell capacity to cope with stress and systemic response. Previous evidence indicates that SP-C^I73T^ epithelial cells coordinate peripheral myeloid cell recruitment and activation, with their pro-inflammatory/pro-fibrotic activation is responsible for the propagation of the injury and fibrogenesis. In an effort to complement this dataset, we further provided initial proof of concept evidence that peripheral cell recruitment alters the trajectory of fibrotic disease induced by SP-C^I73T^ injury (27). Several clinical and experimental lines (SP-C^I73T^, bleomycin, radiation, asbestosis) of evidence draws strong correlation between excess monocyte mobilization and the outcome of inflammatory driven fibrosis, with specific chemokine axes responsible for the recruitment of distinct subsets (CCR2/CCL2, CCR4/CCL17, CX_3_CR1/CX_3_CL1) (28–32).

Building on these notions, the present work progressively narrows the cellular target responsible for lung remodeling during acute inflammatory exacerbations of PF from blood monocytes described in previous literature from our group and others (27, 33), to the Ly6C^+^ subset, and then the CCR2 subset. RNA-sequencing analysis of Ly6C^hi^ cells identified an early and persistent pro-inflammatory and pro-fibrotic phenotype during SP-C^I73T^ induced injury, while targeted depletion of the CCR2 subset (SP-C^I73T^CCR2^KO^) demonstrates that these cells are primarily involved in coordinating the degree of tissue damage downstream of the injury cue. Furthermore, use of *in situ* hybridization techniques provide evidence for spatial localization of activated immune cells with respect to fibrotic foci (*tgfb1*). Together, these data deliver an important piece of the puzzle, highlighting the contribution of specific monocyte/macrophages subsets in the initiation and progression of PF exacerbation.

## Materials and Methods

### Reagents

Tamoxifen (non-pharmaceutical grade) was purchased from Sigma-Aldrich (St Louis, MO). Giemsa cytological stain was purchased from Sigma-Aldrich. Antibodies used for *in situ* hybridization, immunohistochemical and flow cytometric analysis were: *tgfb1* (Cat # 407751, Advanced Cell Diagnostics, ACD); RFP (Cat # ab62341; 1:1000, Abcam, Cambridge, MA); Arg1 (Cat # ab91279; 1:1500, Abcam); iNOS (Cat # ab15323; 1:200, Abcam); CD64 (Cat # bs-3511R; 1:250, Bioss Antibodies, Woburn, MA); CCR2 (Cat # EPR20844; 1:400, Abcam); phospho-SMAD2/3 (Cat # PA5-37636; 1.500, Invitrogen CX_3_CR1 (Cat # bs-1728R; Bioss Antibodies); CD64 (Cat # bs-3511R; Bioss Antibodies); CD125/IL-5RA (Cat # bs-2601R, Bioss Antibodies); C1q (Cat # A0136; 1:500, Dako/Agilent Technologies, Santa Clara, CA); CD16/32 (clone 93; eBiosciences, San Diego, CA), CD11b (clone # M1/70; eFluo450, eBiosciences); Fixable Viability dye (Cat # 65-0865-14; eFluo780, eBiosciences); SigF (clone S17007L; PE-CF594, BD Biosciences, San Jose, CA); CD45 (clone 30-F11; PerCP5.5, Biolegend, San Diego, CA); CD11c (clone # N418; BV705, Biolegend); Ly6G (clone # 1A8; AF700, Biolegend); Ly6C (clone HK1.4, BV510, Biolegend); CD64 (clone X54-5/7.1; PE/Cy7, Biolegend); CD43 (clone # S11; PE, Biolegend); CD3 (clone # 17A2; BUV395, Biolegend). All other reagents were purchased from Thermo Fisher Scientific, Inc. (Waltham, MA), or Sigma-Aldrich.

### Murine Model of SP-C^I73T^ Induced Lung Injury

Tamoxifen inducible SP-C^I73T^ mice were generated as previously reported (9). Briefly, the SP-C^I73T^ founder line (expressing a Neomycin cassette) was crossed with a mouse line expressing an estrogen receptor (ER)-2 controlled Flp-O recombinase strain knocked into the Rosa26 locus (Jackson Laboratory, Bar Harbor, ME) to generate the inducible-SP-C^I73T^Flp line. adult homozygote SP-C^I73T^Flp mice received tamoxifen (175 mg/kg in corn oil, oral gavage) at 8-12 weeks of age. Both male and female animals were used for the studies. Control groups mice are represented as pooled data from tamoxifen treated SP-C^I73T^ not expressing Flp-O recombinase or oil (vehicle) treated Flp-O expressing SP-C^I73T^ mice. To knock out monocyte subsets, these mice were then crossed to homozygosity with CCR2^KO^ (Stock No: 004999, Jackson Laboratories) and CCR2^RFP^ (Stock No: 017586, Jackson Laboratories) lines. All mice were housed under pathogen free conditions in AALAC approved barrier facilities at the Perelman School of Medicine (University of Pennsylvania), and Skaggs College of Pharmacy, University of Utah. All experiments were approved by the Institutional Animal Care and Use Committee at the University of Utah and Pennsylvania.

### Lung Histology, Histochemistry, and *In Situ* Hybridization

Whole lungs were fixed by tracheal instillation of 10% neutral buffer formalin at a constant pressure (25 cm H_2_O). Following paraffin embedding, 6 µm sections were cut and stained with Hematoxylin & Eosin (H&E) by the Associated Regional and University Pathologists Inc., at the University of Utah. Immunostaining of deparaffinized tissue sections was performed as previously described (34). Briefly, after antigen retrieval using citrate buffer (10.2 mM sodium citrate, pH 6.0, for 20 minutes) and quenching of endogenous peroxidase with 3% hydrogen peroxide in methanol (30 minutes), non-specific binding was blocked with 10% goat or rabbit serum according to primary antibody origin. Appropriate serum/IgG controls each diluted in blocking buffer were applied for overnight incubation at 4°C in a humidified chamber. Following incubation with biotinylated secondary antisera (Vectastain Elite ABC kit, Vector Labs, Burlingame, CA) for 30 minutes (room temperature), staining was visualized using a Peroxidase Substrate Kit DAB (Vector Labs) and counterstained with Harris Modified Hematoxylin (Thermo Fisher Scientific, Inc.). In other studies, *in situ* hybridization was performed prior to immunohistochemical staining. Briefly, paraffin embedded sections were deparaffinized in xylene and 100% EtOH. This was followed by peroxidase quenching in H_2_O_2_ (10’, away from light), antigen retrieval (RNAscope^®^ Target Retrieval Reagent, ACD), and protease IV treatment (RNAscope^®^ Protease IV Reagent, ACD). Tgfb1 probe was then incubated for 2 h in hybridization oven (40°C), a step followed by a series of signal amplification steps and chromogenic development as indicated by manufacturer protocol. Slides were then washed and immunohistochemistry blocking step resumed as described above.

### Bronchoalveolar Lavage Fluid (BALF) Analysis

BALF was collected from mice using five sequential lavages of 1 ml sterile saline and processed for analysis as previously described (9). Briefly, cell pellets obtained by centrifuging BALF samples at 400 × *g* for 6 minutes were re-suspended in 1 ml of PBS, and total cell counts determined using a NucleoCounter (New Brunswick Scientific, Edison, NJ). Differential cell counts were determined manually from BALF cytospins stained with modified Giemsa for 20 minutes to identify macrophages, lymphocytes, eosinophils and neutrophils.

### Multiplex Cytokine Analysis

First-return aliquots of cell-free BALF were analyzed for CCL2 levels using a Luminex platform (Millipore Sigma, Burlington, MA) by the Human Immunology Core at Perelman School of Medicine.

### Flow Cytometry and Cell Sorting for Identification of Immune Populations

Following BALF collection, lungs were cleared of blood by cardiac perfusion with saline solution, removed from the chest cavity, minced, and transferred into a 50 ml conical tube and incubated (37°C, 30’) in DMEM + 5% FBS + 2 mg/ml Collagenase D (Cat #11088866001, Roche, Indianapolis, IN). Digested lungs were passed through 70-μm nylon mesh to obtain a single-cell suspension, counted and mixed with ACK Lysis Buffer (Thermo Fisher Scientific) to remove any remaining red blood cells. BALF and tissue cell pellet (1X10^6^ cells) were resuspended in 100µl staining buffer (PBS+0.1% sodium azide) and incubated with anti-mouse CD16/32 antibody (Fc block, eBiosciences, San Diego, CA) for 10 min at 4°C to block nonspecific binding. This was followed by 30-minute incubation with fluorescently-tagged antibodies or appropriate isotype controls (0.25–1.5 µg/10^6^ cells) for 30 minutes (4°C). Cells were then spun and resuspended in staining buffer for viability staining (30 minutes at 4°C). Cells were fixed in 2% paraformaldehyde and analyzed with an LSR Fortessa (BD Biosciences, San Jose, CA) or FACS ARIA (BD Biosciences) for cell sorting experiments. Inflammatory monocytes (SigF^+^CD11c^-^CD11b^+^Ly6C^+^) were identified following forward and side scatter selection of singlet CD45^+^ viable cells. To ensure cell sorting of a purified population of monocytes pregating/exclusion of resident alveolar macrophages (SigF^+^ CD11b^-^CD11c^+^), eosinophils (SigF^int^CD11b^+^CD11c^-^), neutrophils (Ly6G^+^) and lymphocytes (CD3^+^), based on gating strategy modified from our group and others (27, 35, 36). Gating strategy is shown in **Supplementary Figure 1**. All analysis was performed using FlowJo software (FlowJo, LLC, Ashland, Oregon).

### RNA Sequencing Preparation and Analysis

Total RNA was extracted from fresh frozen cell pellets using Qiagen RNeasy Plus Universal mini kit following manufacturer’s instructions (Qiagen, Hilden, Germany). Extracted RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). RNA sequencing libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina following manufacturer’s instructions (NEB, Ipswich, MA, USA). Briefly, mRNAs were first enriched with Oligo(dT) beads. Enriched mRNAs were fragmented for 15 minutes at 94°C. First strand and second strand cDNAs were subsequently synthesized. cDNA fragments were end repaired and adenylated at 3' - ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by limited-cycle PCR. The sequencing libraries were validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing libraries were pooled and clustered on 1 lane of a flowcell. After clustering, the flowcell was loaded on the Illumina HiSeq4000 instrument according to manufacturer’s instructions. The samples were sequenced using a 2x150bp Paired End (PE) configuration. Image analysis and base calling were conducted by the HiSeq Control Software (HCS). Raw sequence data (.bcl files) generated from Illumina HiSeq was converted into fastq files and de-multiplexed using Illumina’s bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification. Analysis of RNA counts was performed using R (3.6.3) (37). Differential gene expression analysis was conducted using the hciR package (38). Fast Gene Set Enrichment Analysis (fgsea) was used for gene set enrichment analysis with the Reactome database (39). Data were deposited in NCBI’s Gene Expression Omnibus (40) and are accessible through GEO Series accession number GSE166300 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166300).

### Statistics

All data are presented with dot-plots and group mean ± SEM unless otherwise indicated. Statistical analyses were performed with Prism GraphPad 9.0 (GraphPad Software, San Diego, CA). Student’s t-test were used for paired data; for analyses involving multiple groups, one-way or two-way analysis of variance (ANOVA) was performed with *post hoc* testing as indicated. Survival analyses were performed using Log Rank (Mantel-Cox) test. In all cases statistical significance was considered at p *≤* 0.05.

## Results

### SP-C^I73T^ Induced Injury Is Linked to Monocyte Activation

We have previously shown that lung injury generated by induction of mutant SP-C^I73T^ expression is accompanied by dynamic changes in SigF^+^CD11b^int^ resident alveolar macrophage and CD11b^+^Ly6C^hi^ infiltrating monocyte mobilization and activation (27). 

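Total RNA was sequenced from 12 samples of CD11b+Ly6C hi monocytes sorted from lung digests, 4 from control mice, 4 from mice 3 d and 4 from mice 14 d after tamoxifen. Tamoxifen (175 mg/kg in the paper) raises the level of SP-C I73T, a mutant form of surfactant protein C, in the alveolar epithelium of these mice, which the paper describes as making a lower level of it beforehand. The paper's methods pool oil treated mutant mice with tamoxifen treated mice lacking the Flp-O recombinase as controls, its results describe the controls of this experiment as oil treated mutant mice, and the sample labels call them untreated. mRNA was enriched with oligo(dT) beads and sequenced as paired-end reads on a single lane of an Illumina HiSeq. The authors deposited the number of reads counted on each Ensembl gene, without normalization. The paper's text does not name the aligner, the counting tool, the genome build or whether counting used the strand of the reads. Between 22135815 and 28789639 reads per control sample were counted on genes (median 27343540.5). The totals were 15451460 to 20036958 at 3 d (median 17953321) and 21131493 to 27013525 at 14 d (median 21525109.5). At this depth 3 counts, taken as the smallest signal, corresponded to between 0.104 and 0.194 CPM, a floor that covers counting error only. At least 1 count was present for 40119 to 41134 genes in the 3 d samples, 24775 to 30865 genes in the control samples and 24829 to 32492 genes in the 14 d samples. The 3 d samples therefore had more genes detected than every control sample (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 samples against 4 allow, and 0.121 after Benjamini-Hochberg adjustment over 144 comparisons of libraries). Counts of *Xist*, which is transcribed from the inactive X chromosome, were 960 to 4260 in control samples, 552 to 1217 at 3 d and 1 to 6 at 14 d. Counts of the Y chromosome genes *Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d* summed to 1 to 3 in control samples, 0 to 2 at 3 d and 1949 to 3033 at 14 d. The 22353 genes that passed edgeR's filterByExpr were tested with edgeR's quasi-likelihood test in a single fit over the 12 samples, after TMM normalization. Adjusted p-values of this test (Benjamini-Hochberg) are given as edgeR q. The standard error printed with a log2 fold change is its absolute value divided by the square root of the test's F statistic. It was derived from the test and not estimated by the fit. A gene was called when its q was under 0.05 and its fold change above 1.5, the threshold in the paper's figure legends. Gene sets were tested with fgsea, the paper's tool, on the mouse Reactome sets shipped with it, with genes ranked by the signed square root of the test's F statistic, since the paper's text does not give the ranking. Expression is reported as TMM-normalized CPM, mean ± SD over the 4 samples of a group, and gene positions are those of GENCODE on GRCm38.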

We therefore used comparable gating strategy to sort CD11b^+^Ly6C^hi^ inflammatory monocytes from collagenase digested tissue 3 d and 14 d post induction, times coordinated with initiation and peak of inflammatory exacerbations. 

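Principal components were computed from the log2 CPM of the 500 genes with the largest variance over the 12 monocyte samples. Component 1 held 51.5% of the variance and component 2 held 26.7%. Along component 1, the 3 d samples had a score of 46.65 ± 4.80 (SD, n = 4) and none of them overlapped with the control samples, at -29.56 ± 17.27 (SD, n = 4), or with the 14 d samples, at -17.10 ± 20.08 (SD, n = 4). Control and 14 d samples overlapped on this component, with ranges of -53.13 to -14.20 and -43.13 to -0.58. They were separated along component 2, where the 14 d samples scored from 24.34 to 37.46, the control samples from -36.87 to -19.12 and the 3 d samples from -22.82 to 2.92. Using all genes that passed the expression filter in place of the 500 most variable genes moved these shares most, to 63.55% and 11.25%. Component 1 also followed the summed CPM of olfactory and vomeronasal receptor genes, an order seen only afterwards. Within controls the score rose with these sums, from -53.13 at 23.13 CPM to -14.20 at 166.4 CPM. Within 14 d samples it rose from -43.13 at 23.06 CPM to -0.58 at 236.4 CPM. The 3 d samples had 875.2 CPM or more and did not keep this order. Component 1 may therefore follow a background as well as time.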

Principle component analysis (PCA) revealed transcriptional variance (Dim1: 63,4%; Dim2: 14,5%) between the control group, consisting of oil treated SP-C^I73T^ mice, an acute inflammatory state (3 d post tamoxifen induced SP-C mutant induction) and late inflammation/early remodeling (14 d) (**Figure 1A**). Pathway analysis of CD11b^+^Ly6C^hi^ monocyte isolated 3 d post injury indicated transcriptional changes (positive and negative normalized enrichment score, NES) related to survival and extracellular matrix homeostasis (**Supplementary Figure 2**). 

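At 3 d, 11438 of the 22353 genes tested were called against control, 8215 with higher and 3223 with lower expression. A stricter filter, keeping genes with a mean log2 CPM above 1, moved this count most, to 2030 genes. Among 1181 Reactome sets with 5 to 1000 tested genes, 647 had an fgsea q under 0.05, of which 66 had a positive and 581 a negative NES. ‘Collagen degradation’ had a NES of 1.96 (fgsea q = 0.00047) over 53 tested genes, and ‘Degradation of the extracellular matrix’ had a NES of 1.97 (fgsea q = 4.81e-05) over 100 tested genes. Ranking genes by log2 fold change in place of the F statistic gave 1.31 and 1.28 for these sets. ‘Regulation of insulin-like growth factor transport and uptake’, with 15 tested genes, had a NES of 1.56 (fgsea q = 0.0368), and its q exceeded 0.05 in 3 of the 12 fits that left out a single sample. In limma's camera, which allows for correlation between the genes of a set, these sets had q-values of 0.103, 0.213 and 0.201. The median log2 fold change was 2.14 over the genes of the collagen set and 2.26 over those of the matrix set. In 10000 random lists of genes with a similar control level and exonic length, the median was 2.07 and 1.88, with upper limits of the central 95% of lists at 2.53 and 2.26.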

By 14 d, signaling pathways associated with extracellular matrix remodeling displayed sustained positive NES scores (**Figure 1B**), while those associated with inflammatory activation (i.e., innate immunity, interferon signaling) showed a negative NES (**Figure 1C**). 

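At 14 d, 1914 genes were called against control, 720 higher and 1194 lower. Same-numbered control and 14 d samples deviated from their group means in the same direction, with a mean Pearson's r across genes of 0.28 over 4 pairs, against -0.09 for samples with different numbers. Genes are not independent replicates, so no p is given for this correlation. With a replicate block (the replicate number of the sample labels as a factor), 1835 genes were called. Of the Reactome sets, 133 had an fgsea q under 0.05 at 14 d, 51 with a positive and 82 with a negative NES. The collagen degradation set had a NES of 2.36 (fgsea q = 1.2e-05, and 2.39 with the block) and the matrix degradation set a NES of 2.23 (fgsea q = 7.94e-07, and 2.30 with the block). ‘Interferon signaling’ had a NES of -3.005 (-2.95 with the block) over 118 tested genes (fgsea q = 3.94e-18). Its gamma set had a NES of -2.89 (-2.85 with the block) and its alpha/beta set, with 13 tested genes, a NES of -1.95 (-1.94 with the block). ‘Innate immune system’ had a NES of -1.86 (-1.79 with the block) over 484 tested genes (fgsea q = 7.73e-08). The set for generation of second messenger molecules, with 23 tested genes, had a NES of -2.13 (-2.12 with the block). None of these scores passed the same threshold in camera, whose q was 0.742 for collagen degradation, 0.821 for the second messenger set, 0.997 for the matrix degradation and innate sets and 0.363 for the interferon sets. All 14 d samples carried Y chromosome counts and no control sample had more than 3. Without the genes on chromosomes X and Y, an alternative chosen after the data were seen, 1851 genes were called at 14 d.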

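*Mmp17* (ENSMUSG00000029436, chromosome 5, 129584169 to 129611099) had 0.649 ± 0.141 CPM (SD, n = 4) in control monocytes and 4.71 ± 1.76 CPM (SD, n = 4) at 3 d. This corresponded to 12 to 18 counts per control sample and 76 to 156 counts per 3 d sample, a log2 fold change of 2.85 (standard error 0.43, edgeR q = 0.000523). *Mmp24* (ENSMUSG00000027612, chromosome 2, 155775342 to 155818366) rose from 0.182 ± 0.120 to 2.04 ± 0.725 CPM (SD, n = 4 each), a log2 fold change of 3.47 (standard error 0.70, edgeR q = 0.0018). Its exons share 637 bases with *BC029722* on the other strand, so its counts are uncertain where counting ignored the strand. *Col1a1* (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had 6 to 15 counts per control sample and 82 to 134 counts per 3 d sample, a log2 fold change of 3.56 (standard error 0.58, edgeR q = 0.000689). The log2 fold changes of the other collagen genes were 2.14 for *Col6a1* (edgeR q = 0.00546), 3.35 for *Col8a1* (edgeR q = 0.000988), 3.99 for *Col4a3* (edgeR q = 0.000365) and 3.90 for *Col2a1* (edgeR q = 0.00407). *Col4a3* shares 563 exonic bases with *C430014B12Rik* on the other strand. Each of these 7 genes was called in every fit that left out a single sample and in every alternative in which it passed the filter. The alternative that moved *Col1a1* most was TMM factors from genes with a mean log2 CPM above 5, chosen after the data were seen, with a log2 fold change of 4.09, and leaving out a sample gave 3.40 to 3.75. Genes matched to these on control level and exonic length also rose at 3 d, with median log2 fold changes of 2.66 for the genes matched to *Mmp17*, 3.27 for *Mmp24*, 2.86 for *Col1a1*, 1.41 for *Col6a1*, 3.32 for *Col8a1* and *Col4a3*, and 3.56 for *Col2a1*. Among its matched genes the log2 fold change of *Mmp17* stood at percentile 63.4 and that of *Col4a3* at percentile 88.4, the highest of the 7 genes.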

Further examination of significantly altered genes belonging to ‘Degradation of extracellular matrix’ gene set revealed metalloproteinases (*mmp17, mmp24*) and collagen genes (*col6a1, col1a1, col8a1, col4a3, col2a1*) to be significantly increased at 3 d (**Figure 2A**). By comparison, analysis of Ly6C^hi^ monocyte transcripts at 14 d highlighted downregulation of all the above-mentioned transcripts, paired with increases in a distinct subset of matrix/matrix degradation, including *spp1, mmp19, mmp14, timp2*, and *fn1* (**Figure 2A**, black boxes). 

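From 3 d to 14 d the log2 fold change was -3.33 for *Mmp17* (edgeR q = 0.000441), -4.17 for *Mmp24* (edgeR q = 0.00147), -2.36 for *Col1a1* (edgeR q = 0.00422), -2.86 for *Col8a1* (edgeR q = 0.0024), -2.79 for *Col4a3* (edgeR q = 0.00157) and -3.78 for *Col2a1* (edgeR q = 0.0059). *Col6a1* changed by -1.29 (standard error 0.53, edgeR q = 0.0523) and was not called. Against control, none of these 7 genes was called at 14 d, where their log2 fold changes lay between -0.69 for *Mmp24* (edgeR q = 0.656) and 1.20 for *Col1a1* (edgeR q = 0.227). None of the 7 was called at 14 d with the replicate block either, where *Mmp24* changed by -0.72 (edgeR q = 0.687) and *Col1a1* by 0.98 (edgeR q = 0.405). *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) had 62.2 ± 34.6 CPM (SD, n = 4) in control, 215.5 ± 210.7 CPM at 3 d and 9144 ± 4473 CPM at 14 d, a log2 fold change of 7.20 at 14 d against control (standard error 1.08, edgeR q = 0.00173). *Mmp14* (ENSMUSG00000000957, chromosome 14, 54431612 to 54445364) rose from 3.12 ± 1.89 to 110 ± 63.6 CPM (SD, n = 4 each), a log2 fold change of 5.14 (standard error 0.84, edgeR q = 0.00229). The log2 fold changes against control were 2.62 for *Mmp19* (standard error 0.29, edgeR q = 7.08e-05), 1.96 for *Timp2* (standard error 0.38, edgeR q = 0.00443) and 1.40 for *Fn1* (standard error 0.32, edgeR q = 0.0139). *Fn1* was called in 10 of the 12 fits that left out a single sample and was not called without a filter on low counts. *Mmp19* shares 789 exonic bases with *Tmem198b* and *Fn1* shares 292 with *Apol7d* on the other strand, and *Spp1* shares 309 with *Gm42793* on the same strand. *Spp1*, *Mmp14*, *Mmp19*, *Timp2* and *Fn1* were not called at 3 d against control. With the replicate block *Mmp14* was called at 3 d, with 1.25 (edgeR q = 0.0069), and the others were not. Over 27 genes that the paper names as raised at 14 d, the median log2 fold change against control was 2.21 and that of matched random lists -0.03. The paper names these 27 genes as significant in the same data, so a gap from random lists was built in and is no support. The 14 d samples were the samples with Y chromosome counts, and these 5 genes are not on chromosome X or Y.

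**Figure D1:**
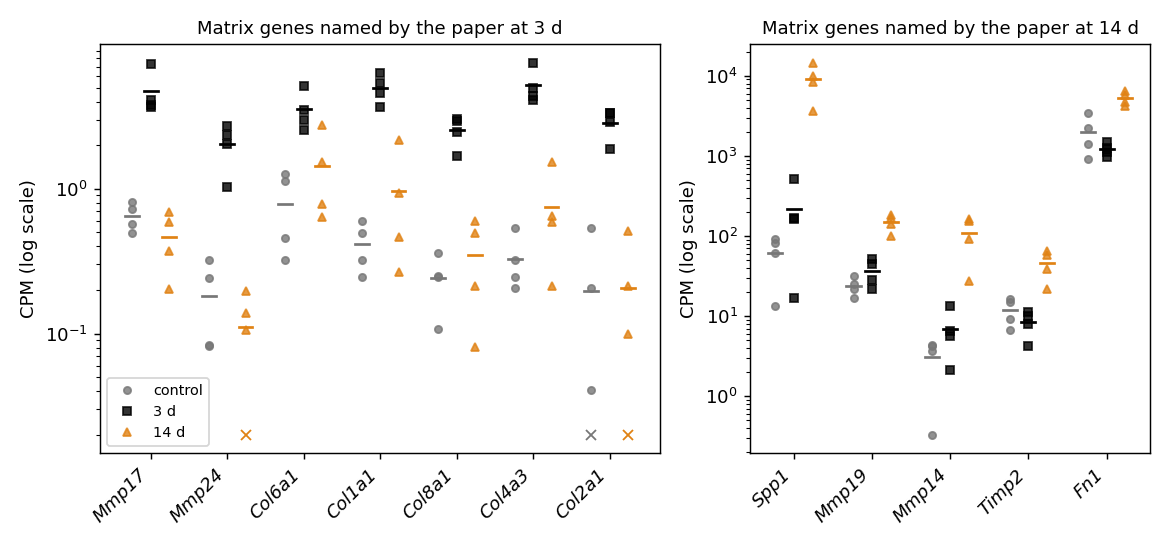
CPM of each sample on a log scale for the matrix genes named at 3 d (left) and at 14 d (right), with symbols for control, 3 d and 14 d samples (n = 4 each), a line at each group's mean and a cross at the bottom for samples with 0 counts. *Mmp17* lies between 0.465 and 0.649 CPM on average in control and 14 d samples and at 4.71 CPM at 3 d, and *Mmp14* lies at 3.12 CPM in control and 110 CPM at 14 d.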

Analysis of gene sets linked to ‘Innate immunity’ outlined expression signatures exclusive to 3 d (*nos1, frmpd3; masp2*) and 14 d (*c1qa/c, cd93, clec4a2;* and downregulated expression of *plac8, irf7, zbp1*) post injury (**Figure 2B**, black and orange boxes). 

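*Nos1* (ENSMUSG00000029361, chromosome 5, 117781032 to 117958840) had 3 to 15 counts per control sample, 95 to 123 per 3 d sample and 4 to 21 per 14 d sample. It changed by 3.93 on the log2 scale at 3 d (standard error 0.61, edgeR q = 6e-04) and 0.96 at 14 d against control (edgeR q = 0.384). Its exons share 268 bases with *Gm26995* on the other strand. *Frmpd3* changed by 3.60 (standard error 0.76, edgeR q = 0.00216) and -0.70 (edgeR q = 0.646) at these times, and *Masp2* by 3.20 (standard error 0.59, edgeR q = 0.00118) and 0.04 (edgeR q = 0.977). *Masp2* shares 1817 exonic bases with *Tardbp* on the other strand, and its counts are uncertain for this reason. Genes matched on control level and exonic length had a median log2 fold change at 3 d of 3.32 for *Nos1*, 2.80 for *Frmpd3* and 2.72 for *Masp2*. *C1qa* (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) rose from 7.63 ± 4.41 CPM in control to 189.9 ± 95.2 CPM at 14 d (SD, n = 4 each), a log2 fold change of 4.64 (standard error 0.70, edgeR q = 0.00143). *C1qc* changed by 4.23 (standard error 0.65, edgeR q = 0.00147) and *Clec4a2* by 0.78 (standard error 0.13, edgeR q = 0.00171). From control to 14 d the mean log2 CPM of interstitial macrophage markers rose from 6.40 to 8.62, and that of monocyte markers fell from 10.73 to 10.03. A change in the cells sorted at 14 d therefore cannot be told apart from a change within monocytes. *Cd93* was not called at 14 d, with 129.5 ± 23.8 CPM in control, 56.1 ± 13.5 CPM at 3 d and 146.4 ± 15.6 CPM at 14 d (SD, n = 4 each). Its log2 fold change was 0.18 at 14 d against control (edgeR q = 0.628), -1.21 at 3 d against control (edgeR q = 0.000607) and 1.38 from 3 d to 14 d (edgeR q = 0.000515). In the fit with the replicate block, *Cd93* changed by 0.18 at 14 d (edgeR q = 0.633), and *Nos1*, *Frmpd3* and *Masp2* were not called at 14 d there either. *Plac8* (ENSMUSG00000029322, chromosome 5, 100553725 to 100572245) fell from 3160 ± 179.8 to 789.9 ± 122.6 CPM (SD, n = 4 each), a log2 fold change of -2.0 (standard error 0.15, edgeR q = 4.18e-06). *Irf7* changed by -2.84 (standard error 0.23, edgeR q = 8.65e-06) and *Zbp1* by -1.89 (standard error 0.14, edgeR q = 4.18e-06). At 3 d against control, *C1qa*, *C1qc*, *Clec4a2*, *Plac8*, *Irf7* and *Zbp1* were not called. With the replicate block *C1qa* was called at 3 d, with 1.13 (edgeR q = 0.0236), and the others were not.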

Similar examination of ‘Interferon signaling’ *also identified genes distinctively expressed acutely (trim2/6/17, irf6) or at 14 d (socs3, and marked reductions in stat1, trim34a, irf7)* (**Supplementary Figure 3**, black boxes).

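*Trim2* (ENSMUSG00000027993, chromosome 3, 84160439 to 84306877) had 0.538 ± 0.0844 CPM in control, 6.66 ± 0.825 CPM at 3 d and 1.30 ± 0.401 CPM at 14 d (SD, n = 4 each). Its log2 fold change was 3.62 at 3 d (standard error 0.33, edgeR q = 0.000128) and 1.27 at 14 d (standard error 0.32, edgeR q = 0.023) against control, and it was called at both times. *Trim6* changed by 3.22 (standard error 0.54, edgeR q = 0.000755) and *Trim17* by 3.07 (standard error 0.69, edgeR q = 0.00292) at 3 d, and neither was called at 14 d against control, with or without the replicate block. *Trim17* shares 708 exonic bases with *Hist3h2a* on the same strand, so reads in these bases could have been assigned to either gene. The median log2 fold change of genes matched on control level and exonic length was 2.95 for *Trim2*, 1.91 for *Trim6* and 2.34 for *Trim17*. *Socs3* (ENSMUSG00000053113, chromosome 11, 117966079 to 117970047) rose from 171.2 ± 73.2 CPM in control to 636 ± 151 CPM at 14 d (SD, n = 4 each), a log2 fold change of 1.89 (standard error 0.33, edgeR q = 0.00243). *Trim34a* changed by -1.83 (standard error 0.20, edgeR q = 7.01e-05). Reads of *Trim34a* could have been split with its paralog *Trim34b*, and its exons share 609 bases with *Gm47248* on the other strand. Each of these 14 d calls was also made with the replicate block.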

**Figure 1:**
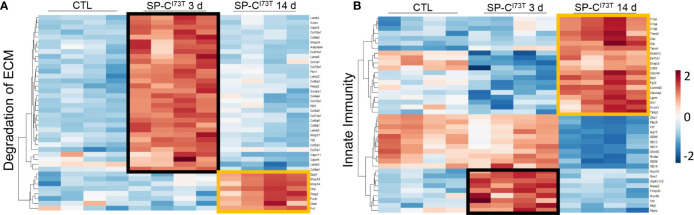
Extracellular matrix and innate immunity expression analysis of flow cytometry sorted CD11b^+^Ly6C^hi^ monocytes following SP-C^I73T^ induced injury. Differentially expressed genes (fold change > 1.5 and false discovery rate [q-value] < 0.05) were analyzed using Reactome database to highlight enriched signaling pathways. N = 4 was utilized in each study condition. **(A)** Heat-map showing expression of significantly regulated genes involved in ‘Degradation of Extracellular Matrix (ECM)’. **(B)** Heat-map showing expression of significantly regulated genes involved in ‘Innate Immunity’. Note black boxes represent genes uniquely expressed 3 d after SP-C^I73T^ injury; orange boxes represent genes uniquely expressed 14 d after SP-C^I73T^ injury.

**Figure 2:**
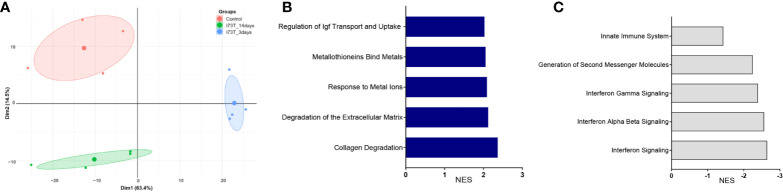
RNA sequencing analysis of flow cytometry sorted cells shows temporal dynamics in CD11b^+^Ly6C^hi^ monocytes function following SP-C^I73T^ induced injury. RNA-sequencing of cell sorted CD11b^+^Ly6C^hi^ monocytes from control (CTL, oil treated SP-C^I73T^ mice) or SP-C^I73T^ mice 3 d and 14 d after injury. Total RNA was prepared and analyzed by RNA-seq. N = 4 was utilized in each study condition. **(A)**, Two-dimension principle component analysis (PCA) of gene expression variance among monocytes accumulating in the lung in control (CTL) or SP-C^I73T^ mice 3 d and 14 d after injury. **(B)** Positively enriched pathways at 3 d post injury (normalized enrichment score, NES); **(C)** Negatively enriched pathways at 14 d post injury.

As a complement to our unbiased pathway analysis, a gene list extrapolated from literature in pulmonary fibrosis examined dynamic changes in monocyte activation, recruitment, and surface receptor expression after SP-C^I73T^ induced injury (8, 9, 13, 14, 41) (**Figures 3A–C**). We found that Ly6C^hi^ monocytes isolated from control lung digests expressed high levels of transcription factors involved in the inflammatory response (*Stat1, Stat4* and *Stat5)*, displayed a unique chemokine receptor repertoire (*cx3cr1, ccr2, ccr7, cxcr4, cxcr5, il10ra*), and negligible levels of chemokine/cytokine ligands compared to cells isolated after SP-C^I73T^ induced injury (**Figures 3A–C**, red boxes). 

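*Stat4* (ENSMUSG00000062939, chromosome 1, 51987148 to 52107189) had 15.7 ± 1.04 CPM in control monocytes, 4.42 ± 0.733 CPM at 3 d and 2.89 ± 0.835 CPM at 14 d (SD, n = 4 each). Its log2 fold change against control was -1.83 at 3 d (standard error 0.24, edgeR q = 0.00034) and -2.43 at 14 d (standard error 0.25, edgeR q = 4.33e-05). It shares 1033 exonic bases with *Gm28177* on the same strand, so reads in these bases could have been assigned to either gene. *Stat5a* and *Stat5b*, close paralogs whose reads could have been split between them, changed by -0.65 (edgeR q = 0.011) and -0.86 (edgeR q = 0.00234) at 3 d. At 14 d they changed by -0.56 (edgeR q = 0.0871) and -0.60 (edgeR q = 0.0563) and were not called. With library size scaling or upper quartile scaling, neither was called at 3 d. Among receptors, *Cx3cr1* (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) fell from 776.3 ± 296.8 CPM in control to 192.1 ± 72.8 CPM at 3 d and 222.3 ± 34.1 CPM at 14 d (SD, n = 4 each), with log2 fold changes of -2.01 (standard error 0.27, edgeR q = 0.000354) and -1.80 (standard error 0.27, edgeR q = 0.000676). *Il10ra* changed by -1.37 (standard error 0.21, edgeR q = 0.000607) and -1.84 (standard error 0.22, edgeR q = 0.000107). *Cxcr4* was called at 3 d, with -1.41 (standard error 0.30, edgeR q = 0.0024), and not at 14 d, with -0.85 (standard error 0.30, edgeR q = 0.0991). *Ccr2* (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) was not called against control at either time, with 1718 ± 948.2 CPM in control, 1094 ± 277.8 CPM at 3 d and 2048 ± 548 CPM at 14 d (SD, n = 4 each). Its log2 fold change was -0.65 at 3 d (edgeR q = 0.124) and 0.25 at 14 d (edgeR q = 0.721). *Ccr7* changed by -0.90 (edgeR q = 0.149) and -1.06 (edgeR q = 0.247), and *Cxcr5* by -1.005 (edgeR q = 0.197) and -1.91 (edgeR q = 0.0978), and neither was called. *Cxcr5* had 34 to 64 counts per control sample and 2 to 38 per 14 d sample. A replicate block in the fit left *Stat5a*, *Stat5b*, *Cxcr4*, *Ccr2*, *Ccr7* and *Cxcr5* not called at 14 d, the last with a log2 fold change of -2.32 (edgeR q = 0.0532). Not all ligands were low in control, where *Ccl6* had 3936 ± 369.4 CPM and *Ccl9* had 1716 ± 254.2 CPM (SD, n = 4 each). Markers of other cells were highest in control too. Mean log2 CPM in control, 3 d and 14 d samples was 5.02, 3.79 and 3.57 for B cell markers. For dendritic cell markers it was 7.775, 6.10 and 6.87, and for natural killer cell markers, chosen after the data were seen, 5.85, 2.42 and 1.36. The falls of these genes cannot be told apart from fewer such cells among those sorted.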

By comparison, Ly6C^hi^ monocytes accumulating in the lung 3 d post injury expressed *nos2, il12b* and *il7* (**Figure 3A**, black boxes) and a battery of chemokine/cytokine ligands *(ccl28, cxcl12, cxcl17, cx3cl1)* (**Figure 3B**, black boxes), and receptors (*folr1, ccr4* and *il5ra*) (**Figure 3C**, black boxes). This was further changed by 14 d, which was coordinated with high levels of anti-inflammatory genes (*arg1, tgm2, apoe*) recruitment factors (*ccl2/3/4/6/8/9/12, cxcl2/14/16*), as well as a unique receptor repertoire characterized by *il7r, ccr1, ccr5, il4ra* (**Figures 3A–C**, orange boxes).

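*Nos2* (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) had 0.279 ± 0.185 CPM in control, 5.03 ± 1.46 CPM at 3 d and 0.600 ± 0.449 CPM at 14 d (SD, n = 4 each). This corresponded to 1 to 11, 81 to 142 and 3 to 26 counts per sample, with a log2 fold change of 4.12 at 3 d against control (standard error 0.64, edgeR q = 0.000601). *Il12b* changed by 2.20 (standard error 0.61, edgeR q = 0.00838) from 6 to 9 counts per control sample to 25 to 36 counts per 3 d sample, and *Il7* by 2.78 (standard error 0.74, edgeR q = 0.00693). Among the ligands, *Ccl28* changed by 2.32 (standard error 0.65, edgeR q = 0.00882) and *Cxcl12* (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) by 2.87 (standard error 0.58, edgeR q = 0.00176). *Cxcl17* changed by 1.68 (standard error 0.72, edgeR q = 0.0605) and *Cx3cl1* by 0.30 (standard error 0.49, edgeR q = 0.627), and they were not called at 3 d. With library size or upper quartile scaling, DESeq2, or a fit of the 3 d and control samples alone, *Cxcl17* was called. *Cx3cl1* had 27 to 151 counts per control sample, 36 to 114 at 3 d and 11 to 27 at 14 d. For the receptors, *Folr1* had 0 to 3 counts per control sample, at or under the floor, and 33 to 50 counts per 3 d sample (edgeR q = 0.00188). *Ccr4* changed by 2.69 (standard error 0.57, edgeR q = 0.00222) and *Il5ra* by 1.58 (standard error 0.51, edgeR q = 0.0178), and *Il5ra* was not called without a filter on low counts. The median log2 fold change of genes matched on control level and exonic length was 2.73 for *Nos2*, 2.08 for *Il12b*, 3.13 for *Il7*, 2.77 for *Ccl28*, 2.66 for *Cxcl12*, 0.08 for *Cxcl17*, 1.40 for *Ccr4* and 2.34 for *Il5ra*. Among their matched genes, *Cxcl17* stood at percentile 97.7, *Nos2* at 96.7, *Ccr4* at 93.0, *Il7* at 32.7, *Ccl28* at 35.6 and *Il5ra* at 22.9.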

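*Arg1* (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) had 13.9 ± 19.0 CPM in control, 273.8 ± 303 CPM at 3 d and 2847 ± 913.5 CPM at 14 d (SD, n = 4 each). Its log2 fold change was 7.68 at 14 d (standard error 1.52, edgeR q = 0.00897) and 4.31 at 3 d (standard error 1.30, edgeR q = 0.0167) against control. *Tgm2* changed by 1.19 at 14 d (standard error 0.59, edgeR q = 0.267) and was called only in a fit of the 14 d and control samples alone. It shares 633 exonic bases with *Gm20412* and 370 with *Rprd1b*, both on the other strand. *Apoe* (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) had 4669 ± 2095 CPM in control, 667.4 ± 201.5 CPM at 3 d and 5043 ± 2800 CPM at 14 d (SD, n = 4 each). On the log2 scale it changed by 0.11 at 14 d against control (edgeR q = 0.905) and 2.92 from 3 d to 14 d (standard error 0.42, edgeR q = 0.000862). Under the replicate block neither was called at 14 d, with 1.26 for *Tgm2* (edgeR q = 0.251) and 0.09 for *Apoe* (edgeR q = 0.835). Of the recruitment factors, *Ccl8* (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799) rose from 0.364 ± 0.323 CPM in control to 55.7 ± 15.6 CPM at 14 d (SD, n = 4 each), a log2 fold change of 7.30 (standard error 0.86, edgeR q = 0.000225). *Ccl2* changed by 3.35 (standard error 0.54, edgeR q = 0.00183) and *Ccl12* by 5.79 (standard error 0.89, edgeR q = 0.00145). *Cxcl2* changed by 2.52 (edgeR q = 0.00159), *Cxcl14* by 3.22 (edgeR q = 0.0285) and *Cxcl16* by 2.22 (edgeR q = 0.00924), and *Cxcl14* and *Cxcl16* were not called without a filter on low counts. *Cxcl16* shares 552 exonic bases with *Zmynd15* on the other strand. Against control, *Ccl3* (0.75, edgeR q = 0.115), *Ccl4* (0.74, edgeR q = 0.174), *Ccl6* (-0.03, edgeR q = 0.933) and *Ccl9* (0.26, edgeR q = 0.239) were not called at 14 d. Nor were they called with the replicate block, where *Ccl3* changed by 0.78 (edgeR q = 0.122), *Ccl4* by 0.77 (edgeR q = 0.0595), *Ccl6* by -0.03 (edgeR q = 0.917) and *Ccl9* by 0.26 (edgeR q = 0.222). *Ccl4*, *Ccl9* and *Tgm2* were higher at 14 d in each of the 4 same-numbered pairs of samples, and *Ccl3*, *Ccl6* and *Apoe* were not. From 3 d to 14 d *Ccl3*, *Ccl4*, *Ccl6* and *Ccl9* rose and were called, with log2 fold changes of 0.98 (edgeR q = 0.0111), 1.34 (edgeR q = 0.0047), 1.05 (edgeR q = 0.000432) and 0.77 (edgeR q = 0.000945). Among the receptors, *Il7r* changed by 3.75 (standard error 0.66, edgeR q = 0.00263) and *Ccr1* by 2.21 (standard error 0.27, edgeR q = 0.00015) at 14 d against control. *Il4ra* (ENSMUSG00000030748, chromosome 7, 125552120 to 125579474) changed by 0.85 (standard error 0.25, edgeR q = 0.0497), with 189.2 ± 61.1 CPM in control and 340.6 ± 75.5 CPM at 14 d (SD, n = 4 each). *Il4ra* was called in 2 of the 12 fits that left out a single sample, and was not called with the replicate block (edgeR q = 0.0982). Its exons share 571 bases with *Gm44876* on the other strand. The other genes called here at 14 d were also called with the block. *Il7r* and *Ccr1* were called at 3 d as well, with log2 fold changes of 1.55 (edgeR q = 0.0463) and 0.95 (edgeR q = 0.00863). With the replicate block, *Ccl2* (1.515, edgeR q = 0.035), *Ccl8* (2.29, edgeR q = 0.0332) and *Ccl12* (2.80, edgeR q = 0.00894) were also called at 3 d against control. *Cxcl2*, *Cxcl14* and *Cxcl16* were not called at 3 d in that fit.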

**Figure 3:**
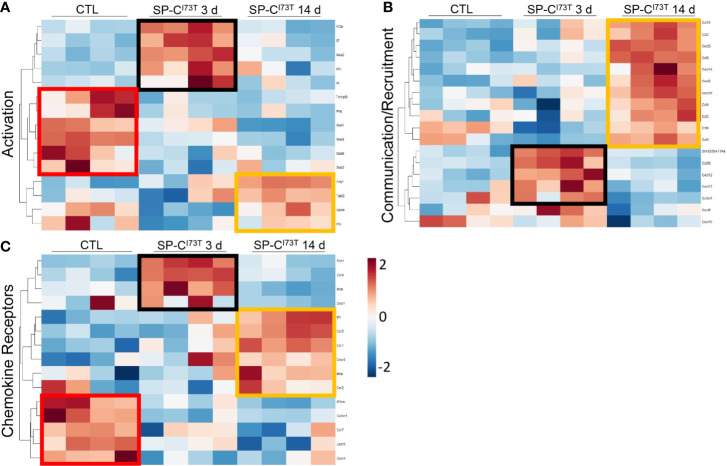
Targeted gene expression analysis of flow cytometry sorted CD11b^+^Ly6C^hi^ monocytes following SP-C^I73T^ induced injury. **(A-C)** Differential gene expression of factors associated with **(A)** activation, **(B)** cell communication/recruitment, or **(C)** chemokine receptor. Heat maps show significant genes. Gene selection was based on previous literature (9, 42, 43). Criteria for significance were set at fold change > 1.5 and false discovery rate (q-value) < 0.05. N = 4 was utilized in each study condition. Note red boxes represent genes uniquely expressed in control populations; black boxes represent genes uniquely expressed 3 d after SP-C^I73T^ injury; orange boxes represent genes uniquely expressed 14 d after SP-C^I73T^ injury.

### CCR2 Monocyte Depletion Reduced Injury and Inflammatory Induced by SP-C^I73T^ Expression

Previous work conducted by our laboratory preliminarily linked early influx of peripheral myeloid cells to lung disease outcome following mutant SP-C induction (27). Rather than investigate the fibrogenic potential of the broader monocyte population, represented by Ly6C expression, we opted to limit our search to a subset of monocytes expressing CCR2, a marker linked with lung injury and fibrosis (33, 44). RNA *in situ* hybridization analysis indicated that CCR2^+^ cells do not express the master regulator of fibrosis, *tgfb1*; rather, we noted it to be predominant parenchymal (epithelial and mesenchymal), while CCR2^+^ cells accumulated in the proximity of these *tgfb1-*rich foci of injury (**Figure 4**). To test whether ablation of the CCR2^+^ pool results in disease modifying effects on SP-C^I73T^ induced injury, we opted to utilize a knock out model directly targeting CCR2 monocytes (SP-C^I73T^CCR2^KO^). We confirmed that CCR2^+^ cells accumulate in the lung following SP-C^I73T^ induced injury, and that this response is not observed in SP-C^I73T^CCR2^KO^ mice (black arrowhead, **Figure 5A**). Notably, despite CCR2 receptor depletion, levels of MCP1/CCL2 were significantly increased compared to CCR2^WT^ counterparts, whereas CCL17 and CX3CL1, chemokines also involved in monocyte recruitment, were not altered (**Figure 5B** and not shown). Histochemical analysis for RFP in lung sections isolated from mice expressing red fluorescent protein in lieu of CCR2 (SP-C^I73T^CCR2^RFP^) 14 d post injury also revealed accumulation of RFP/CCR2 positive cells, thus indicating that monocytes expressing CCR2 may be recruited through mechanisms independent of CCR2 (**Figure 5C**). Next, we performed histopathological analysis of SP-C^I73T^CCR2^WT^ and SP-C^I73T^CCR2^KO^ lungs 14 d post injury. Unsurprisingly, in control conditions (SP-C wild type and oil treated SP-C^I73T^ mutant lines) CCR2 monocyte ablation was not associated with any architectural alterations (**Figure 5D**, left panels). As previously described, tamoxifen induction of SP- C^I73T^CCR2^WT^ mice was associated with extensive perivascular and alveolar inflammatory cell infiltration and alveolar architecture disruption at 14 d **(** **Figure 5D**, right panels) (23, 27). By comparison, both inflammatory cell clustering within the alveolar space and early fibrotic remodeling were lessened in CCR2 depleted mice. Consistent with these observations, CCR2 monocyte ablation was also linked to reduction in animal mortality (100% SP-C^I73T^CCR2^WT^ vs. 16.7% SP-C^I73T^CCR2^KO^, at 2 weeks) and bronchoalveolar lavage (BAL) cell count (**Figures 5E, F**).

**Figure 4:**
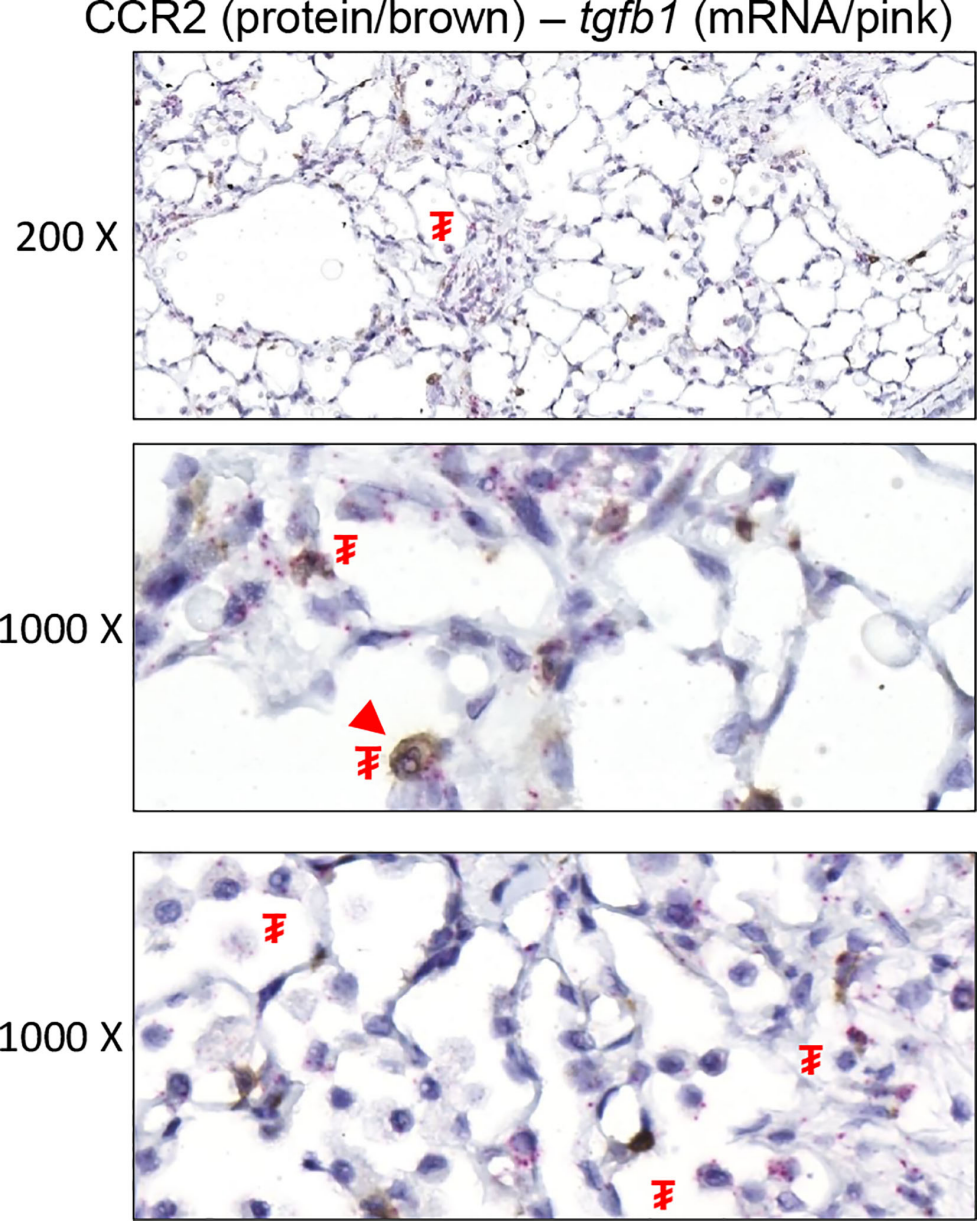
Tgfb1 expression in CCR2^+^ cells following SP-C^I73T^ induced injury. In situ hybridization (*tgfb1/pink*) combined with immunohistochemistry (CCR2/brown) analysis of SP-C^I73T^CCR2^WT^ lung 14 d after injury. ₮ indicates area expressing tgfb1; arrowhead indicates CCR2 staining cells. Representative 200x (top) and 1000x (bottom) images from N = 3 separate animals are shown.

**Figure 5:**
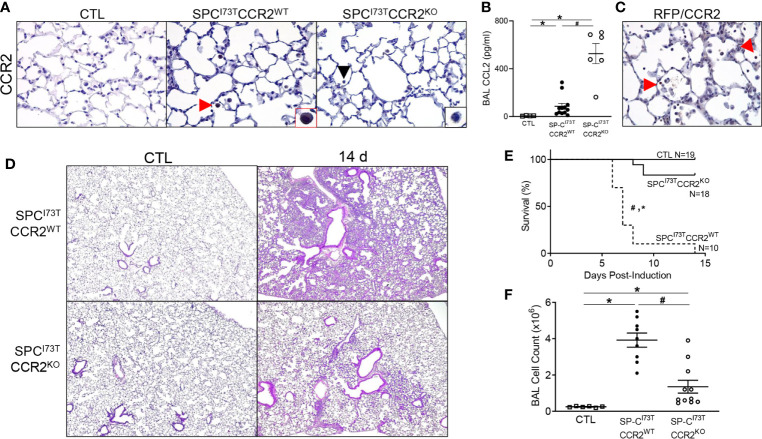
Effects of genetic CCR2 monocyte ablation on lung injury, survival and inflammation following SP-C^I73T^ mutant induced injury. **(A)** Immunohistochemical analysis of control (CTL, tamoxifen treated SP-C^WT^ or oil treated SP-C^I73T^ mice), SP-C^I73T^CCR2^WT^ and SP-C^I73T^CCR2^KO^ lung sections were immunostained with antibody to CCR2. Red arrowheads indicate myeloid cells staining for CCR2. Insets show magnified cells; box color matches that of respective arrowhead. Black arrowheads indicate negative CCR2 staining in mononuclear cells in SP-C^I73T^CCR2^KO^ cohorts. Images shown are representative of 3-5 animals per group. Magnification: 400x. **(B)** CCL2 ELISA of BAL fluid from control (CTL, tamoxifen treated SP-C^WT^ or oil treated SP-C^I73T^ mice), SP-C^I73T^CCR2^WT^ and SP-C^I73T^CCR2^KO^ mice 14 d following tamoxifen administration. Data are represented as mean ± SEM (N=4-13). **(C)** Histochemical analysis of SP-C^I73T^CCR2^RFP^ lung sections 14 d post injury immunostained with antibody to RFP/CCR2. Arrowheads indicate cells expressing the receptor **(D)** Hematoxylin & Eosin stained sections of control (CTL, tamoxifen treated SP-C^WT^, CCR2^KO^, or oil treated SP-C^I73T^ mice), SP-C^I73T^CCR2^WT^ and SP-C^I73T^CCR2^KO^ lungs 14 d post injury. Magnification: 400x. **(E)** Kaplan–Meier survival analysis from control (tamoxifen treated SP-C^WT^ or oil treated SP-C^I73T^ mice) SP-C^I73T^CCR2^WT^ and SP-C^I73T^CCR2^KO^. Mice found dead or displaying body weight loss equating >25% of stating weigh for 2 consecutive days. *p<0.05 compared to control mice; ^#^p<0.05 compared to SP-C^I73T^CCR2^WT^ mice by Log-Sum (Mantel-Cox) Rank test. **(F)** BAL fluid cell counts from control (CTL, tamoxifen treated SP-C^WT^ or oil treated SP-C^I73T^ mice), SP-C^I73T^CCR2^WT^ and SP-C^I73T^CCR2^KO^ (N =6-11) 14 d following SP-C^I73T^ induced lung injury. Data are represented as mean ± SEM. *p<0.05 compared to control mice; ^#^p<0.05 compared to SP-C^I73T^CCR2^WT^ mice by One-Way ANOVA, using Tukey post-hoc test.

### CCR2 Monocyte Depletion Alters Inflammatory Cell Recruitment and Activation

Flow cytometric analysis of lung tissue digest and manual cytospin counts of BAL cells revealed dynamic changes in neutrophil and eosinophil accumulation following CCR2 monocyte depletion. Flow cytometric analysis of tissue digests revealed no changes in the relative abundance of alveolar macrophages (SigF^hi^CD11b^lo^CD11c^+^) and lymphocytes (CD3^+^) in SP-C^I73T^CCR2^KO^ mice. Comparatively, accumulation of Ly6G^+^ neutrophils almost doubled in SP-C^I73T^CCR2^KO^ mice (18.35 ± 1.5% in CTL; 19.63 ± 0.61% in SP-C^I73T^CCR2^WT^; 33.25 ± 5.6% in SP-C^I73T^CCR2^KO^), while overall eosinophilia was reduced at 14 d post injury (**Figures 6A, B**).

**Figure 6:**
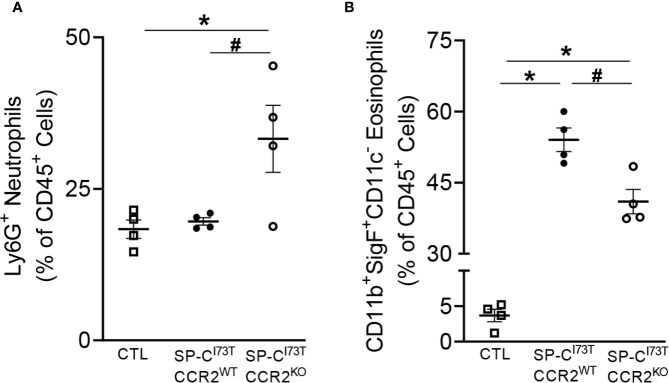
CCR2 monocyte depletion results in altered polymorphonucleated cell influx following SP-C^I73T^ induced injury. Changes in relative abundance of tissue **(A)** Ly6G^+^ neutrophils and **(B)** SigF^+^CD11c^-^CD11b^+^ eosinophils isolated by enzymatic digested (collagenase D) from control (CTL, tamoxifen treated SP-C^WT^ or oil treated SP-C^I73T^ mice), SP-C^I73T^CCR2^WT^ and SP-C^I73T^CCR2^KO^ 14 d following injury. Data are represented as mean ± SEM (N = 4). All analysis was considered significant *p<0.05 compared to control mice; ^#^p<0.05 compared to SP-C^I73T^CCR2^WT^ mice by One-Way ANOVA, using Tukey post- hoc test.

Immunohistochemical analysis, alone or in combination with *in situ* hybridization, was used to examine changes in myeloid cell maturation (CD64, **Figure 7A**), surface receptor repertoire (IL5R and CX_3_CR1 **Figure 7B** and **Supplementary Figure 4**), and lung inflammatory state (iNOS, Arg1, *tgfb1*, **Figures 8** **,** **9**) following depletion of CCR2 monocytes in SP-C^I73T^ mice. Ablation of CCR2^+^ cells dampened the number of CD64^+^ mature macrophages accumulating within foci of injury (arrowheads, **Figure 7A** and **Supplementary Figure 5A**). Similarly, SP-C^I73T^CCR2^KO^ mice significantly reduced the abundance of macrophages expressing IL-5RA receptor (CD125), a response likely to be guided by increases in IL-5 expression and secretion by epithelial cells during SP-C^I73T^ induced injury (**Figure 7B** and **Supplementary Figure 5B**) (27). Differential expression of chemokine receptors allows us to define functionally distinct monocyte/macrophage populations. In this context, CCR2 and CX_3_CR1 have been used to discriminate the mobilization of Ly6C^hi^ monocytes from the bone marrow and their accumulation at the site of injury, respectively (45). Ablation of CCR2^+^ monocyte did not affect accumulation of CX_3_CR1^+^ cells at 3 d post injury; by 14 d, we noted increases in the number of CX_3_CR1 expressing cells but not the relative intensity in individual cell expression (**Supplementary Figure 4**, **5C**). There was no difference in monocytes/macrophages maturation and activation between CCR2 wild type and knock outs in non-remodeled regions of the lung (data not shown).

**Figure 7:**
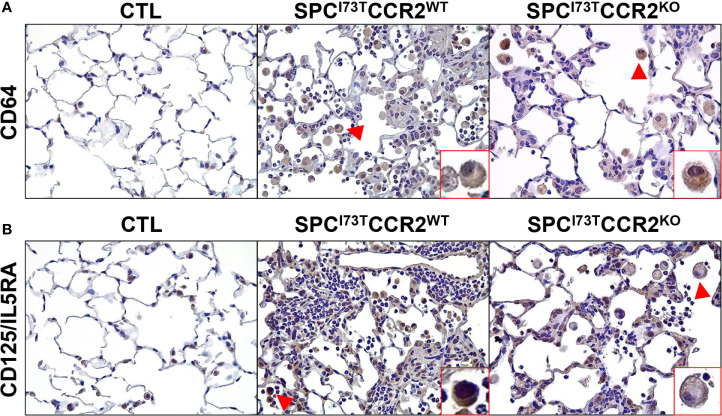
Effects of CCR2 monocyte ablation on monocyte/macrophage maturation and recruitment following SP-C^I73T^ induced injury. Histochemical analysis of control (CTL, tamoxifen treated SP-C^WT^ or oil treated SP-C^I73T^ mice), SP-C^I73T^CCR2^WT^ and SP-C^I73T^CCR2^KO^ lung sections 14 d post injury immunostained with antibody to **(A)** CD64 and **(B)** CD125/IL5RA. Binding was visualized using a Vectastain kit. Arrowheads indicate cells expressing the receptor. Insets show magnified cells; box color matches that of respective arrowhead. Original magnification, 400x; inset magnification, 750x. Representative sections from 3 mouse/group are shown.

**Figure 8:**
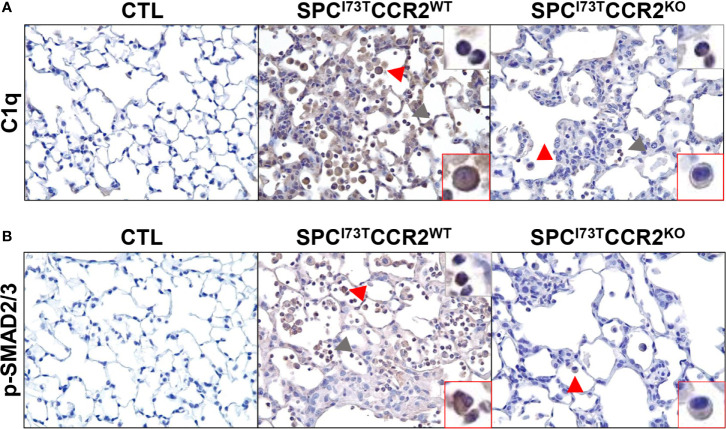
Effects of CCR2 monocyte ablation on inflammatory and fibrotic pathways following SP-C^I73T^ induced injury. Histochemical analysis of control (CTL, tamoxifen treated SP-C^WT^ or oil treated SP-C^I73T^ mice), SP-C^I73T^CCR2^WT^ and SP-C^I73T^CCR2^KO^ lung sections 14 d post injury immunostained with antibody to **(A)** C1q and **(B)** p-SMAD2/3. Binding was visualized using a Vectastain kit. Red arrowheads indicate macrophage expression; grey arrowheads indicate non-macrophage expression. Insets show magnified cells; box color matches that of arrowhead. Original magnification, 400x; inset magnification, 750x. Representative sections from 3 mice/group are shown.

**Figure 9:**
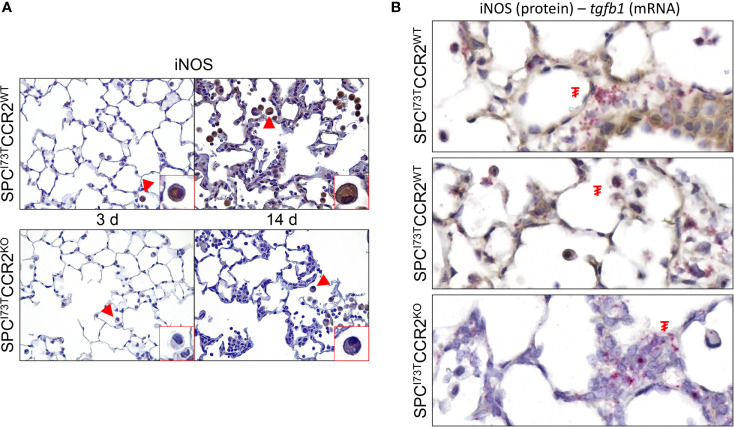
Effects of CCR2 monocyte ablation on pro-inflammatory activation following SP-C^I73T^ induced injury. Histochemical analysis alone or in combination with *in situ* hybridization of SP-C^I73T^CCR2^WT^ and SP-C^I73T^CCR2^KO^ lung following SP-C^I73T^ induced injury. Sections were immunostained with antibody to **(A)** iNOS. Binding was visualized using a Vectastain kit. Insets show magnified cells; box color matches that of arrowhead. Original magnification, 400x; inset magnification, 750x. **(B)** IHC + *in situ* hybridization (iNOS^+^ *Tgfb1)*. mRNA visualization is shown in pink. Protein expression was visualized using a DAB Vectastain kit (brown). Arrowheads indicate cells expressing the receptor. **₮** indicate mRNA expressing cells. Original magnification, 1000x. Representative region is shown (N = 3).

We then shifted our histochemical analysis towards macrophage activation. Guided by our RNA-sequencing results, we found increases in expression of the inflammation-linked complement component 1q (C1q) in all immune subsets and parenchymal cells (**Figure 8A**). By comparison, phosphorylation of SMAD2/3, a protein downstream of the TGFβ1 signaling pathway, was restricted to inflammatory cells (**Figure 8B**). Expression of these markers in CCR2 depleted cohorts revealed almost complete ablation of these responses, with sparse polymorphonucleated cell expression of C1q (**Figure 8A**, grey arrowhead). Consistent with these results, we analyzed expression of the canonical pro-inflammatory activation marker, iNOS. While its expression was negligible at baseline (**Supplementary Figure 6A**), iNOS expression was progressively amplified in SP-C^I73T^CCR2^WT^ lungs at 3 d and 14 d post injury (**Figure 9A**, top panels). Notably, we found no iNOS expression at 3 d in SP-C^I73T^CCR2^KO^ lungs; 14 d post injury, parenchymal and inflammatory cell expression was visible but significantly reduced (**Figure 9A**). Analysis of iNOS protein expression with *in situ* hybridization demonstrated accumulation of iNOS^+^ cells in proximity of foci of injury enriched in *tgfb1* mRNA expression (**Figure 9B**). As described in **Figure 9A**, no iNOS^+^ cells were visible in SP-C^I73T^CCR2^KO^, but *Tgfb1* expression was not affected by CCR2 monocyte ablation. We also found higher Arg1 expression (both number of expressing cells and relative intensity) in SP-C^I73T^CCR2^WT^ mice, both at 3 d and 14 d after SP-C^I73T^ induced lung injury (**Supplementary Figure 6B** and **Figure 10A**). Analysis of fibrotic foci, identified by higher intracellular *tgfb1* density, revealed no colocalization with ARG1positive cells in SP-C^I73T^CCR2^WT^ mice, but we observed a number of double positive cells in the CCR2 knock out cohorts (**Figure 10B**).

**Figure 10:**
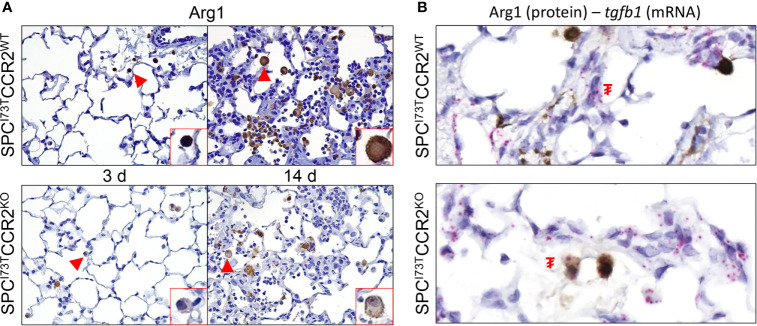
Effects of CCR2 monocyte ablation on anti-inflammatory activation following SP-C^I73T^ induced injury. Histochemical analysis alone or in combination with *in situ* hybridization of SP-C^I73T^CCR2^WT^ and SP-C^I73T^CCR2^KO^ lung following SP-C^I73T^ induced injury. Sections were immunostained with antibody to **(A)** Arg1 or **(B)** Arg1+*Tgfb1*. mRNA visualization is shown in pink. Protein expression was visualized using a DAB Vectastain kit (brown). Arrowheads indicate cells expressing the receptor. **₮** indicate mRNA expressing cells. Original magnification, 1000x. Representative region is shown (N = 4).

## Discussion

Pulmonary fibrosis represents the end-result of an aberrantly resolved inflammatory state. Early signals of stress are initially coordinated by the lung parenchyma, whereby both resident and peripheral immune subsets are central in the subsequent remodeling. These so-called “acute inflammatory exacerbations” are centrally responsible for propagating the injury and triggering rapid histological and functional decline through scarring and alveolar remodeling (honeycombing), events that ultimately accelerate patient death (4). Although we broadly comprehend these responses, there are substantial knowledge gaps related to the specific mechanisms by which exacerbations are initiated, the factors regulating individual thresholds of disease, and the nuances of studying a spatially heterogeneous injury. As a result of these obstacles, the first line of therapy against PF relies on broad-spectrum agents (corticosteroids, cytokine modulators, anti-fibrotics) that only target the symptoms (46–48). To refine our approach to disease interventions during disease defining processes such as exacerbations of PF, it is pivotal that we dynamically identify and functionally characterize inflammatory cell populations. In these studies, we provide transcriptional profiling of Ly6C^+^ peripheral myeloid populations during initiation and progression of inflammatory exacerbations triggered by excess mutant SP-C^I73T^. Furthermore, we provide evidence that a small subpopulation of bone marrow monocytes identified by their CCR2 expression, (CCR2^+^) monocytes represent a valuable candidate responsible for shifting disease trajectory.

The vast majority of experimental models of PF rely on exogenous stressors (bleomycin, radiation, asbestos, silica) to generate a robust fibrogenic response. Parenchymal mutations of key functional regulators (surfactant function, proteostasis, telomere and mitochondrial maintenance) have been abundantly mapped in PF patients (33, 49–52). Mutations of the *SFTPC* gene have been linked to varying degrees of fibrotic disease in adults and pediatric patients (2, 3, 53). In particular, the isoleucine to threonine substitution at position 73 in the SFTPC proprotein represents the most common (25, 26). Previous experimental evidence compellingly showed that mistrafficking of the SP-C^I73T^ mutant leads to epithelial macroautophagy block, polycellular alveolitis, and parenchymal injury consistent of an acute exacerbation (8). Regardless of the model driving fibrogenic response, monocytes/macrophages have been shown to be linked to all phases of the injury process (8, 9, 13, 20, 27). Consistent with this evidence, our RNA sequencing analysis provides comprehensive assessment of the time-related changes in Ly6C^+^ inflammatory monocytes (also pregated as CD11c^-^CD64^-^CD11b^+^) phenotype during initiation and progression of SP-C^I73T^ induced injury. 

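Between 3 d and 14 d, 10395 genes were called, 2677 higher and 7718 lower at 14 d. Of the 67 genes that the paper names for these monocytes, 38 were called at 3 d and 29 at 14 d against control, and 57 between 3 d and 14 d. Adjusting over the 67 genes alone gave 38, 35 and 58 calls, which shows no stability, because the paper names genes of gene sets and of a list taken from the literature and describes those it shows as significant in the same data.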

Pathway analysis confirms that peripheral monocytes participate in the initiation of the inflammatory response 3 d post induction (‘cytokine signaling’, ‘innate immunity’), followed by negative enrichment scores for ‘interferon signaling’ and ‘innate immunity’ at 14 d, an observation that supports a time related phenotypic switch in these populations over time. 

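At 3 d against control, ‘Cytokine signaling in immune system’ had a NES of -3.08 over 223 tested genes and the innate immune set a NES of -3.23 (fgsea q = 4.07e-19 for both, and camera q = 0.0438 and 0.0222). Broad sets had more negative scores at 3 d, such as gene expression (-3.70), transcription (-3.66) and mRNA splicing (-3.86), so scores of this size were not particular to immune sets. The cytokine and innate immune sets had no score at 3 d with library size scaling or with genes ranked by log2 fold change, and NES of -1.87 and -1.83 with the stricter filter. ‘Interferon signaling’ had a NES of -2.72 at 3 d (fgsea q = 4.52e-12, camera q = 0.0896). From 3 d to 14 d the NES was 2.82 for the innate immune set (fgsea q = 3.19e-19), -1.23 for the cytokine set (fgsea q = 0.174) and -1.97 for the interferon set (fgsea q = 1.31e-05). The cytokine set had a NES of -2.71 at 14 d against control (fgsea q = 3.94e-18, and -2.58 with the replicate block; camera q = 0.439). The paper reads the immune sets at 3 d as peripheral monocytes taking part in the initiation of inflammation, and the negative scores at 14 d as a sign of a switch of phenotype with time.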

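The NES of ‘Collagen formation’, with 66 tested genes, was 2.16 at 3 d (fgsea q = 5.72e-06) and 1.44 at 14 d (fgsea q = 0.116) against control, and it was -2.08 from 3 d to 14 d (fgsea q = 2.5e-05). ‘Extracellular matrix organization’, with 224 tested genes, had a NES of 1.79 at 3 d (fgsea q = 1.02e-05) and 1.80 at 14 d (fgsea q = 4.2e-05) against control, and -1.56 from 3 d to 14 d (fgsea q = 0.00456). For ‘Collagen degradation’ the NES from 3 d to 14 d was -1.24 (fgsea q = 0.237). With the replicate block, the scores at 14 d against control were 1.38 for collagen formation (fgsea q = 0.212) and 1.96 for matrix organization (fgsea q = 1.09e-06). In camera, collagen formation had q = 0.0995 at 3 d and 0.997 at 14 d, and matrix organization q = 0.256 and 0.997.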

By comparison, signaling pathways related to tissue remodeling (‘collagen formation’, ‘collagen degradation’, and ‘ECM reorganization’) are progressively increased. In support of this notion, gene expression analysis for ‘degradation of ECM’ signaling displays a shift away from signatures canonically seen in fibrosis (*col1a2, col2a1, mmp17* and *mmp24*) (54), while favoring *fn, spp1, timp2, mmp14* and *mmp19* expression. 

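*Col1a2* (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544) had 0.845 ± 0.461 CPM in control, 2.11 ± 0.254 CPM at 3 d and 1.65 ± 1.30 CPM at 14 d (SD, n = 4 each). On the log2 scale it changed by 1.30 at 3 d against control (standard error 0.59, edgeR q = 0.0742) and -0.34 from 3 d to 14 d (standard error 0.58, edgeR q = 0.626), and it was not called in either comparison. It was called at 3 d with library size or upper quartile scaling, with DESeq2 and in a fit of the 3 d and control samples alone. Between 3 d and 14 d, *Fn1* changed by 2.12 (standard error 0.33, edgeR q = 0.000932), *Spp1* by 5.41 (standard error 1.00, edgeR q = 0.00255), *Timp2* by 2.47 (standard error 0.39, edgeR q = 0.000928), *Mmp14* by 3.99 (standard error 0.79, edgeR q = 0.00297) and *Mmp19* by 2.02 (standard error 0.29, edgeR q = 0.000586), and all 5 were called.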

Our data also provides a degree of overlap with other literature describing a pro-remodeling role of monocytes and monocytes-derived alveolar macrophages in fibrogenesis induced by bleomycin (9, 13). By comparison, RNA *in situ* hybridization analysis (*tgfb1)* combined with CCR2 (protein) staining did not fully corroborate these sequencing results. This observation could due to a limitation in our analysis being restricted to evaluation of a small fraction of monocytes (those expressing CCR2). We rather found *tgfb1* expression primarily in the epithelium/mesenchyme, with a number of CCR2^-^ mononuclear myeloid cells expressing *tgfb1*. Consistent with the notion that tfgb1 is involved in fibrosis, we noted significant expression localized within areas of remodeled tissue (55).

While highly informative, our study is not without limitations. For instance, there is clear antibody bias associated with flow cytometric sorting of myeloid populations which could have excluded subgroups of macrophages and monocytes that would not fit the criteria of expression (i.e., Ly6C^int/lo^ expressing cells). To reduce deviation from the literature, we followed previously published protocols for tissue dissociation and phenotypic characterization (9, 35). Furthermore, the methodology utilized for this work (whole body CCR2^KO^ strain) cannot differentiate between “true” resident alveolar macrophages and monocyte populations that acquire such phenotype through maturation. As we move forward, our goal is to provide an unbiased approach that accounts for, or at least attempts to, transcriptional trajectories corresponding to biological processes like monocyte maturation (i.e., single cell sequencing with pseudotime) (56, 57).

A number of reports describe the effects of pharmacological depletion of phagocytic cells (clodronate liposomes) in lung injury and fibrosis (9, 27). Though cleared from the body in a matter of hours (58), we previously presented pathophysiological benefits of intravenous liposome administration lasting up to 14 d post SP-C^I73T^ injury. This was juxtaposed to the protective role of resident alveolar macrophages receiving intratracheal clodronate liposome during the initiation of SP-C^I73T^ induced injury (27). Guided by those results, our RNA sequencing analysis of sorted SigF^-^CD64^-^CD11b^+^Ly6C^+^ monocytes confirms extensive pro-inflammatory and pro-fibrotic activation state. Building on these notions, we opted to focus even further our analysis, by targeting (ablate) a relatively well-established subset of bone marrow-derived inflammatory monocytes (59, 60), identified by their expression of the Monocyte Chemoattractant Protein-1 receptor, CCR2^+^, and examining its effects in SP-C^I73T^ mice. While this monocyte subset accounts for a small proportion of the monocytic milieu, they are known to participate to the initiation of the inflammatory response and thus promote the exacerbation of injury to a fibrotic phenotype (33, 44). The MCP-1/CCR2 axis has been previously shown to be involved in monocyte egression from bone marrow into the peripheral blood and the site of injury (60, 61). Notably, the aberrantly elevated MCP-1 levels found in the BAL of SP-C^I73T^CCR2^KO^ cohorts, indicate that in the absence of adequate monocyte response the pulmonary system compensates by exceeding its normal MCP-1 output. Histochemical analysis of homozygous SP-C^I73T^CCR2^RFP^ mice, in which functional CCR2 was replaced by red fluorescent protein (CCR2^RFP^), indicates that alternative mechanisms of inflammatory monocyte recruitment may be in place. Our findings exclude two established monocyte recruitment pathways (CCL17 and CX_3_CL1), thus leaving non-canonical chemokine axes still in play (CXCL12-CXCR4, CCL20-CCR6 and CCL5-CCR5) (62). Furthermore, immunohistochemical analysis reveals accumulation of mature (CD64), activated (Arg1, iNOS, C1q, p-SMAD2/3) macrophages accumulating from the periphery (CX_3_CR1, CD125/IL5RA). Notably, this aberrant monocyte/macrophage accumulation was solely noted within foci of injury of SP-C^I73T^CCR2^WT^ mice, while their numbers were comparable to those of SP-C^I73T^CCR2^KO^ cohorts in non-inflamed areas. This distinct response is likely connected to ablation of highly destructive monocytes in the initial inflammatory response (3 d post SP-C^I73T^ injury), which dampens subsequent bouts of peripheral immune cell recruitment downstream of the injury (14 d). This notion is supported by our findings of reduced size of remodeled foci and inflammatory cell congestion in the alveolar compartment (in particular eosinophils), improved survival, and lower BAL cell counts in SP-C^I73T^CCR2^KO^ mice. Notable was the surge in Ly6G^+^ neutrophils in SP-C^I73T^CCR2^KO^ mice 14 d post injury, an effects possibly linked to the increase in MCP-1 noted in these cohorts (63), and previously observed in other models of lung injury leveraging CCR2 monocyte depletion (64, 65). Together, these data indicate a clear shift in SP-C^I73T^ induced inflammatory responses following CCR2 ablation, which may be mediated by non-canonical inflammatory paths that will require additional analysis (66).

Examination of injury heterogeneity is vital in the context of PF. 

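*Tgfb1* (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) changed by -0.94 on the log2 scale at 3 d (standard error 0.39, edgeR q = 0.0568) and by 0.09 at 14 d (standard error 0.39, edgeR q = 0.926) against control in the sequenced monocytes. From 3 d to 14 d it rose by 1.03 (standard error 0.39, edgeR q = 0.0437). In the fit with the replicate block it changed by 0.10 at 14 d against control (edgeR q = 0.922). The block gave 0.874 from 3 d to 14 d (edgeR q = 0.102), and this rise was not called there. The fall at 3 d was called in a fit of the 3 d and control samples alone.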

To this end, we first confirmed our RNA-sequencing results indicating increases in fibrotic pathways including TGFβ1 *via* histochemical analysis of its downstream effector SMAD2/3 and then studied the spatial correlation of activated (Arg1, iNOS) inflammatory cells with respect to fibrotic foci using RNA *in situ* hybridization. Our data shows reduced numbers of iNOS^+^ and Arg1^+^ cells in the lungs of SP-C^I73^CCR2^KO^ mice, a notion consistent with reduced inflammatory burden in this cohort. While the limited colocalization between activation molecules (Arg1 and iNOS) and *tgfb1* mRNA indicate that neither of those two subsets is involved in direct fibrogenic signaling, we noted increases in the numbers of positive inflammatory cells in areas enriched with *tgfb1*. This observation is indicative of increased recruitment and perhaps communication between parenchymal and inflammatory cells during early fibrotic remodeling, a notion that we aim to test moving forward.

To conclude, we have provided evidence supporting a pro-injury and pro-fibrotic role of peripheral monocytes (both Ly6C^+^ and CCR2^+^) in the initiation and progression of acute inflammatory exacerbations of PF induced by epithelial stress. Using knock out strains and histological techniques we identify activated monocytes/macrophages as disease modifying cells accumulating in proximity to fibrotic foci. In addition, RNA *in situ* hybridization and sequencing analysis demonstrated their potential to promote extracellular matrix remodeling, while highlighting they are not directly involved in fibrogenic factor production (*tgfb1*). 

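In the sorted monocytes, *Tgfb1* transcripts were present at 121.7 ± 50.5 CPM in control, 63.5 ± 21.5 CPM at 3 d and 129.5 ± 57.3 CPM at 14 d (SD, n = 4 each). This corresponded to at least 715 counts in each of the 12 samples, far above the floor of 3 counts.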

Taken together, this work advances our understanding of epithelial-immune cell crosstalk in PF.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: https://www.ncbi.nlm.nih.gov/geo/, GSE166300.

## Ethics Statement

The animal study was reviewed and approved by IACUC. All mice were housed under pathogen free conditions in AALAC approved facility.

## Author Contributions

AV designed and analyzed all experiments; AV, YT and BA performed all sample collection; SC performed bulk RNA seq analysis; JK, SM, and MFB provided input on study design and interpretation of the results. All authors contributed to the article and approved the submitted version.

## Funding

Research reported in this publication was supported by NIEHS R01ES032553 (AV), VA Merit Review 1I01BX001176 (MB), and NIH R01 HL145408 (MB). JK was supported by NIH K08HL150226, Francis Family Foundation Parker B. Francis Fellowship, and PFF Scholar of the Pulmonary Fibrosis Foundation.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

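RNA sequencing data from 22 samples were used: 12 of CD11b+Ly6C hi monocytes (4 control, 4 at 3 d and 4 at 14 d after tamoxifen) and 10 of lung macrophages (4 control, 3 at 3 d and 3 at 14 d), the latter not reported in the paper. Samples were grouped by the cell type and time point in their labels, and each value stands for a single sample. The authors deposited raw read counts per gene for each sample, without normalization, made from paired-end reads of oligo(dT)-enriched RNA, and the text of the paper names neither aligner, counting tool, genome build nor use of strand. The monocyte values include 6505 genes with no count in any sample, and the macrophage values, for 31134 genes, include none. Gene names, positions, biotypes and exonic lengths were taken from GENCODE on GRCm38, whose release need not be that of the authors. Where the exons of a gene the paper names overlap those of another gene, the shared bases were counted.

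Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Each cell type was fitted on its own over its 3 groups with edgeR's quasi-likelihood test after filterByExpr and TMM normalization, with a robust dispersion estimate. Contrasts were 3 d against control, 14 d against control and 14 d against 3 d, two-sided, with Benjamini-Hochberg adjustment over all genes tested. In these contrasts a gene was called at an adjusted p-value under 0.05 and a fold change above 1.5. Differences between cell types in the change after tamoxifen were tested as an interaction in a fit over the 22 samples and the genes present for both cell types. Interactions, and genes of the simulated data below, were called on an adjusted p-value under 0.05 alone. CPM was computed with TMM factors, and log2 CPM with a prior count of 2. Principal components used the 500 most variable genes, centred and not scaled. Reactome sets of 5 to 1000 tested genes, out of 1457 in the collection shipped with fgsea, were ranked by the sign of the change times the square root of F. Sets for which fgsea gave no score were run again with 1e+05 simple permutations, a step added after the missing scores were seen. Sets of that collection do not include the metal ion sets drawn in the paper, which are not analysed here.

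The genes named are those among the 67 genes the paper names for these monocytes, some of which are not reported here, the genes of the marker lists and, per contrast and direction, the 5 called genes with the largest change among those with a mean log2 CPM above 3 and no overlap between the groups. This rule, the comparisons, the tests of genes and gene sets, their thresholds and all but 2 of the alternatives were set before the data were examined. Tests chosen later are said to be so where they are given, and the alternatives were run later for 2 gene set scores, interferon signaling at 3 d and cytokine signaling at 14 d in monocytes. The alternatives were DESeq2, library size and upper quartile scaling, no filter on low counts, a filter at a mean log2 CPM above 1, a fit of only the groups compared, a replicate block, a dispersion estimate that is not robust, calls on the adjusted p-value alone, calls with glmTreat, other rankings and limma's camera for the gene sets, other transformations for the principal components, and leaving out each sample in turn. The 2 alternatives chosen after the data were seen were TMM factors taken from genes with a mean log2 CPM above 5 and a count without the genes on chromosomes X and Y. Replicate numbers are those of the sample labels, and whether samples with the same number share a mouse, a day or a batch is not stated.

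Library totals were 15451460 to 28789639 counts in monocytes and 4610720 to 17074863 in macrophages. A floor of 3 counts corresponded to 0.104 to 0.194 CPM in monocytes and 0.176 to 0.651 CPM in macrophages. This floor covers counting error and not differences between mice. Library measures (totals, genes detected, marker genes) were compared with exact permutation tests, two-sided. Replicates were compared gene by gene for duplicated libraries, with none found. Median log2 fold changes of gene lists were compared with 10000 random lists drawn from 20 bins of control level and 10 bins of exonic length.

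The procedure was tested on simulated data in which 200 genes were changed among 22282. edgeR recovered 124 of them (62%) with 6.77% false calls, glmTreat 43.5% with 2.25%, the replicate block 58.5% with 5.65% and DESeq2 74% with 22.9%. The interaction, tested in its own simulation among 17442 genes, recovered 86 of 197 changed genes (43.7%) with 4.44% false calls. A changed gene set had a NES of 3.56 (fgsea q = 1.18e-17) and an unchanged set a q of 0.997. These simulations differ from the data. Their changed genes were few, drawn above a minimum mean level and about equally raised and lowered, and no background was added. In monocytes at 3 d 11438 genes were called, 8215 of them higher, so these rates need not hold for that contrast. The flow cytometry, histology, lavage and survival measurements of the paper and its CCR2 deficient mice have no deposited values and are not analysed here.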

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

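The tests of background, gene length, GC content, matched lists, sex and other cells in this part were chosen only after the results they concern were seen. The counts of other splits of the samples were set before.

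Of 297 groups of 4 samples tested for a sample far from the other 3, 20 had such a sample, against 14.9 that chance gives, so single cases carry little weight. For whole libraries these were the total count of monocyte sample 4 at 14 d (27013525, others 21131493 to 21735791), the genes detected in monocyte sample 2 at 3 d (40119, others 41039 to 41134) and the Y chromosome count of monocyte sample 4 at 14 d (3033, others 1949 to 2026), the sample with the largest total. For mean log2 CPM of marker lists they were the monocyte markers of monocyte sample 4 at 3 d (10.4, others 10.05 to 10.1), the endothelium markers of control macrophage sample 2 (1.846, others 2.568 to 2.673) and the dendritic cell markers of control macrophage sample 3 (4.814, others 4 to 4.12). No explanation, technical or biological, was tested for these.

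In CPM of single genes in monocytes, samples far from the others included, at 3 d, *Mmp17* in sample 4 (7.34, others 3.657 to 4.085), *Stat5b* in sample 3 (51.49, others 79.33 to 84.96), *Cx3cl1* in sample 2 (1.616, others 4.461 to 4.632) and *Il4ra* in sample 4 (285, others 162 to 179.8). At 14 d they included *Trim17* in sample 2 (0.9861, others 0.1209 to 0.1596), *Stat4* in sample 3 (1.65, others 3.2 to 3.427), *Cx3cr1* in sample 4 (273, others 198.9 to 209.9) and *Il4ra* in sample 1 (452.7, others 288 to 310.9). In controls they included *Cxcr4* in sample 4 (87.15, others 42.06 to 45.51), *Cxcl17* in sample 4 (1.18, others 0.2151 to 0.3729), *Folr1* in sample 3 (0.1206, or 3 counts, others 0), *Arg1* in sample 2 (42.11, others 2.533 to 8.37) and *Col1a2* in sample 2 (0.1614, others 0.9945 to 1.166). No explanation was tested for these samples.

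Genes silent in control monocytes rose together at 3 d. The 32199 genes under 0.1 CPM in controls summed to 10.7 times their control level at 3 d and 1.92 times at 14 d. Olfactory and vomeronasal receptor genes, 1974 in number, summed to 875.2 CPM or more in each 3 d library and to 236.4 CPM or less in every other monocyte library (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 samples allow, and 0.121 adjusted over 144 comparisons). The group mean was 10.2 times that of controls, higher in 4 of 4 samples. Library size was tested by thinning every monocyte library to 15451460 counts, after which the 3 d libraries still had 39455 genes or more detected and the others 30860 or fewer. The share of counts outside the 10 largest genes was 0.985 times that of controls, which leaves a few dominant genes out as the explanation. GC content was related to the 3 d level per kb with a Spearman rho of 0.098 over 24206 genes, under the 0.3 set for it. Exonic length was related to the 3 d level with a rho of 0.407, and a background spread over the genome in proportion to length, such as genomic DNA or unspliced RNA, may be its source. Pseudogene, lncRNA and unconfirmed genes took 2.515% of counts at 3 d against 1.283% in controls. A broad biological release of transcription at 3 d was not tested separately and cannot be told apart from such a background, because all 3 d libraries had the rise and no other monocyte library did. Receptor gene sums also varied without this rise, from 23.13 to 166.4 CPM in controls and from 23.06 to 236.4 CPM at 14 d. In both groups samples 1 and 2 lay above samples 3 and 4, so time point was not the only source of these counts.

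The genes and sets the paper names at 3 d were set against this rise. The 24 genes had a median log2 fold change of 3.14, at percentile 97.4 of matched random lists, whose median was 2.69. Because these genes, part of them from a list taken from the literature, are named as significant in the same data, this percentile, although above the limit of 95 written for the test, cannot decide whether background may account for them. Of the 24 genes taken singly, 1 lay in the top 2.5% of its matched genes and 4 under percentile 50. The collagen degradation set lay at percentile 63.4, within what a background would give. The matrix degradation set lay at percentile 97.4, above the limit of 95 written for the test. Its median log2 fold change of 2.257 was still under the upper end of the central 95% of lists, at 2.26. The paper names this set from the same data, so its percentile cannot decide whether background may account for it. At 14 d the 27 genes named as raised had a median of 2.21 against -0.03 for matched lists, at percentile 100, again for genes named as significant in the same data.

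The same receptor genes, 842 of them with macrophage values, summed to 681.9 CPM or more in each 14 d macrophage library and to 144.1 CPM or less in every other macrophage library, 11.7 times the controls on average and higher in 3 of 3 samples. A low-level background may be the source here too, and the 14 d macrophage libraries were the smallest of the study, at 4610720 to 6838893 counts. The pattern cannot be told apart from a change at 14 d.

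In 7 of 7 libraries at 14 d, of both cell types, Y chromosome marker counts exceeded *Xist* counts, and in 0 of 15 control and 3 d libraries did they. Macrophage *Xist* counts were 2744 to 4444 in controls, 1747 to 2597 at 3 d and 8 to 32 at 14 d, and the Y chromosome counts were 0 to 3, 2 to 3 and 433 to 966. A difference in the sex of the mice is a candidate explanation for any part of the 14 d changes, and with 7 of 7 libraries split in this way sex and time cannot be told apart. Leaving out the genes on chromosomes X and Y gave 1851 genes called in monocytes at 14 d and 12703 in macrophages at 14 d, but does not remove effects of sex on other genes.

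Macrophage samples, which the paper does not report, had 267 genes called at 3 d (220 higher, 47 lower), 13051 at 14 d (8258 higher, 4793 lower) and 11806 between 3 d and 14 d (7611 higher, 4195 lower), of 20944 tested. Of the 8 splits of control and 3 d macrophages that part as many same-numbered pairs, 1 gave as many genes, the real one, and 1 of all 35. For 14 d against control it was also 1 of 8 and 1 of 35, and for 14 d against 3 d 1 of 4 and 1 of 10. In these designs a share under 0.05 among the matched splits is out of reach. At 14 d the count cannot be told apart from the sex of the mice, the background described above, with 681.9 CPM as its lowest library, or RNA from other cells, since neutrophil markers were higher by a mean log2 CPM of 4.943 than in controls.

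The interaction of cell type and time was tested in 26692 genes and called on the adjusted p-value alone. It called 5025 genes at 3 d (4059 with a more positive change in monocytes than in macrophages, 966 with a more negative) and 9880 at 14 d (5368 and 4512). Of 40 splits that part as many same-numbered pairs, out of 128 in all, 2 gave as many genes at 3 d, the real one and a split with the monocyte labels exchanged and other macrophage labels. At 14 d, 2 of 40 gave as many, the real one and a split with the macrophage labels as they are, which called 10588 genes. The median of the other splits was 0 genes in both. The orientation of the splits was kept as first run. Since the rises of olfactory receptor genes, 875.2 CPM or more in 3 d monocytes and 681.9 CPM or more in 14 d macrophages, fall in different groups, a background may account for part of both interactions.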

How the results depend on the processing

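Alternatives are not given for gene expression, transcription and mRNA splicing in monocytes at 3 d. Every other gene set named against control kept its direction under the alternatives that gave a value, with the following exceptions. These were interferon signaling in macrophages at 14 d and collagen degradation in macrophages at 3 d. No cause was tested for any change below. Scaling moved the median log2 fold change of all genes at 3 d in monocytes from 0.22 to 0.70 with library size, 0.62 with upper quartile, 0.36 with DESeq2 and 0.75 with TMM factors from genes with a mean log2 CPM above 5. Relative to it the calls divided into 8215 higher and 3223 lower, 9743 and 499, 9276 and 681, 8908 and 2199, and 9904 and 429. From 3 d to 14 d the median moved from -0.26 to -0.64 with library size, and calls from 2677 higher and 7718 lower to 560 and 9138. In macrophages it moved from 0.17 to 0.61 at 14 d (8258 and 4793 to 9786 and 1789) and from 0.16 to 0.59 from 3 d to 14 d (7611 and 4195 to 9243 and 1318). For the interaction at 14 d it moved from -0.48 to -1.16 with library size, -1.13 with upper quartile, -0.89 with DESeq2 and -1.34 with the added TMM factors. There the 5368 larger and 4512 smaller changes became 1597 and 6889, 1584 and 6758, 3271 and 6713, and 1051 and 8069, so the majority direction changed. In monocytes at 14 d the 720 higher and 1194 lower became 873 and 922 with library size.

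Counts moved by more than 1.5 times as follows. With a mean log2 CPM above 1 they were 2030 for monocytes at 3 d, 2115 for monocytes from 3 d to 14 d, 5617 for macrophages at 14 d, 4812 for macrophages from 3 d to 14 d, 1743 for the interaction at 3 d and 4690 at 14 d. Without a filter they were 19592 for monocytes at 3 d and 16664 from 3 d to 14 d. With glmTreat they were 910 for monocytes at 14 d and 65 for macrophages at 3 d. For macrophages at 3 d DESeq2 gave 763 and the replicate block 133. The block gave 11211, 1835 and 10250 for the monocyte contrasts, 12439 and 11535 for macrophages at 14 d against control and against 3 d, and 6100 and 9198 for the interactions. Same-numbered samples deviated together with a mean r of 0.28 for monocytes at 14 d and between -0.061 and 0.072 for the other contrasts.

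Across the fits that each left out 1 sample, counts ran from 1158 to 1904 for monocytes at 14 d, from 77 to 1476 for macrophages at 3 d and from 2272 to 5382 for the interaction at 3 d. The variance shares ran from 42.67% to 55.2% and from 22.49% to 32.7%. The NES ran from 1.536 to 1.737 for insulin-like growth factor transport at 3 d, from 1.326 to 1.677 for collagen formation at 14 d and from -0.982 to 1.63 for collagen degradation in macrophages at 3 d. Component shares were 59.92% and 20.98% with scaled genes, 63.55% and 11.25% with all genes, and 20.51% for component 2 with the variance stabilizing transformation.

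With camera, q-values in monocytes at 3 d were 0.103 for collagen degradation, 0.0995 for collagen formation, 0.213 for matrix degradation, 0.256 for matrix organization and 0.201 for the growth factor set. At 14 d they were 0.742 for collagen degradation, 0.997 for matrix degradation, matrix organization and the innate immune set, 0.821 for the second messenger set and 0.363 for the 3 interferon sets. In macrophages at 14 d they were 0.461 for collagen degradation and 0.517 for interferon signaling. With only the genes called, ranked by log2 fold change, the NES in monocytes at 3 d was 1.406, 1.197, 1.199, 0.936 and 0.874 for the 5 sets in the order given. At 14 d it was -1.655 for the second messenger set, -1.007 for the innate immune set, -1.236 for interferon alpha/beta and -1.694 for interferon gamma, and in macrophages 1.481 for collagen degradation and -1.121 for interferon signaling. With all genes ranked by log2 fold change it was 1.127 for matrix organization at 3 d, 1.243 for the growth factor set at 3 d, -1.354 for the innate immune set at 14 d and -1.523 for interferon alpha/beta at 14 d. The growth factor set at 3 d had 1.314 with library size, 1.294 with the added TMM factors and 1.58 with the replicate block. Its fgsea q was 0.0627 with the block, and 0.0598 at most when a sample was left out, with 3 of 12 such fits above 0.05. For 2 scores whose alternatives were run after the data were seen, interferon signaling in monocytes at 3 d had a camera q of 0.0896 and a NES of -3.104 to -2.76 when samples were left out, with no score for all genes ranked by log2 fold change, library size or the added TMM factors. Cytokine signaling in monocytes at 14 d had a camera q of 0.439, a NES of -1.385 with only the genes called and -2.852 to -2.566 when samples were left out. Interferon signaling in macrophages at 14 d reversed to 0.666 with library size, 0.721 with the stricter filter and 0.648 with the added TMM factors. The cytokine and innate immune sets at 3 d had no score with either ranking by log2 fold change, library size or the added TMM factors, so their sign there is open, and the growth factor set had too few genes under the stricter filter.

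Among single genes, 2999 comparisons of 147 results gave 2800 on the same side of the threshold, 148 weaker, 42 stronger and 9 reversed, and 26 results had no value under the stricter filter. *Ccl6* at 14 d reversed to 0.073 with library size and 0.027 with the added TMM factors, and ran from -0.091 to 0.043 when samples were left out. When samples were left out *Apoe* at 14 d ran from -0.34 to 0.40, *Tgfb1* at 14 d from -0.20 to 0.34 and *Col1a2* from 3 d to 14 d from -1.089 to 0.001. *Folr1* in controls lay at 0 to 3 counts, where depth allows no fold change.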

Differences from the paper's values

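Values from the paper's figures were read by eye. The legends of Fig. 1 and Fig. 2 are exchanged relative to the text that cites them. The legend places the panel with positive normalized enrichment scores at 3 d and the text at 14 d, and 3 d was used. Component 2 of the monocyte samples held 26.72% of the variance, against the paper's about 15% in Fig. 2, read by eye, a share that its text also prints. With each gene scaled (20.98%), with all genes that passed the filter (11.25%) and with the variance stabilizing transformation (20.51%), the alternatives set before the data were examined, the share was within 1.5 times the paper's, the limit set for shares, and none of them equalled it. The enrichment scores below were instead held to the SD of the fits that left out a sample, and a gap closed means a value within that SD.

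The NES of insulin-like growth factor transport and uptake at 3 d was 1.562 against the paper's about 2.0 in Fig. 2, read by eye, and no alternative set before the data were examined closed the gap. That of matrix degradation at 3 d was 1.973 against the paper's about 2.1 in Fig. 2, read by eye; the replicate block (2.067) closed the gap and the rankings by log2 fold change, library size scaling and the stricter filter did not. That of collagen degradation at 3 d was 1.96 against the paper's about 2.4 in Fig. 2, read by eye, and no alternative set before the data were examined closed the gap. At 14 d, where the text places this panel, the NES was 1.483 for the growth factor set, 2.23 for matrix degradation and 2.36 for collagen degradation, the last nearer to the paper's value than at 3 d.

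At 14 d the NES of the innate immune set was -1.855 against the paper's about -1.5, read by eye in Fig. 2, and no alternative set before the data were examined closed the gap. For the second messenger set it was -2.132 against the paper's about -2.3, read by eye in Fig. 2, and library size scaling (-2.247) closed the gap where the other rankings, the stricter filter and the replicate block did not. For interferon gamma it was -2.893 against the paper's about -2.4, and for interferon alpha/beta -1.949 against the paper's about -2.6, both read by eye in Fig. 2, and no alternative set before the data were examined closed either gap. For interferon signaling it was -3.005 against the paper's about -2.6, read by eye in Fig. 2. Ranking all genes by log2 fold change (-2.584) closed this gap, and ranking only the genes called, library size scaling, the stricter filter and the replicate block did not.

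The paper names the cytokine and innate immune sets for the start of inflammation at 3 d, where the cytokine set had a NES of -3.08 and the innate immune set -3.23 in the values computed here. It describes the matrix genes of 3 d as lowered at 14 d, which held against 3 d for 6 of the 7 genes, *Col6a1* not being called, and not against control, where *Mmp17* changed by -0.48. It describes collagen formation as rising to 14 d, where its NES was 2.16 at 3 d and 1.44 at 14 d.

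Several genes that the paper names as changed were not called. At 14 d against control these were *Cd93* (0.18), *Apoe* (0.11), *Ccl3* (0.75), *Ccl4* (0.74), *Ccl6* (-0.03), *Ccl9* (0.26) and *Tgm2* (1.19, called in a fit of only the 2 groups). None of these was called with the replicate block. *Ccr2* and *Ccr7* were not called at either time. *Cxcr5* was called at 14 d with DESeq2, *Cxcr4* at 14 d with upper quartile scaling, no filter and DESeq2, and *Stat5b* at 14 d with no filter, the stricter filter, DESeq2 and only the 2 groups. *Stat5a* (-0.56) was not called at 14 d. At 3 d *Cx3cl1* (0.30) was not called, and *Cxcl17* (1.68) and *Col1a2* (1.30) were called with library size or upper quartile scaling, DESeq2 and only the 2 groups. With TMM factors from genes with a mean log2 CPM above 5, chosen after seeing the values, *Cxcl17* and *Col1a2* were called too. *Col6a1* from 3 d to 14 d (-1.29) was called with library size or upper quartile scaling, the replicate block, DESeq2, only the 2 groups and, chosen after seeing the values, those TMM factors. *Tgfb1* (-0.94 at 3 d) was called in a fit of only the 2 groups.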

Other observations

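The tests of natural killer cell markers in this part were chosen only after the result was seen, and the counts of other splits of the samples were set before. Among genes with a mean log2 CPM above 3 and no overlap between groups, those lowered most in monocytes at 3 d included natural killer cell genes. There *Klrb1c* changed by -4.005 (edgeR q = 0.000858), *Il2rb* by -3.67 (edgeR q = 0.0035), *Prf1* by -3.59 (edgeR q = 0.00669), *Nkg7* by -3.39 (edgeR q = 0.0113) and *Ncr1* by -3.34 (edgeR q = 0.00852). Natural killer cell markers had a mean log2 CPM of 5.85 in controls, 2.42 at 3 d and 1.36 at 14 d, a difference of 4.494 between control and 14 d. Fewer natural killer cells sorted with the monocytes after tamoxifen is a candidate explanation, and since the markers were chosen after the fall was seen, the 4.494 cannot decide it. Erythroid markers fell from 6.71 to 2.61 and 1.54, B cell markers from 5.02 to 3.79 and 3.57, and dendritic cell markers from 7.775 to 6.10 and 6.87.

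Within the same limits, the largest rises in monocytes at 14 d were in *Arg1*, *Timp1* (7.37, edgeR q = 0.00159), *Spp1*, *Ccl24* (6.63, edgeR q = 0.0148) and *Ccl7* (5.64, edgeR q = 0.00815). *Timp1* is on chromosome X. At 3 d they were in *Ttn* (3.18, edgeR q = 0.000755), *Gm21738* (3.10, edgeR q = 0.00405), *Mroh2a* (3.08, edgeR q = 0.000335), *Gm10800* (3.05, edgeR q = 0.00467) and *Gm10801* (3.01, edgeR q = 0.0265).

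Within these limits, in macrophages at 3 d *Csf1* (3.44, edgeR q = 0.0135) and *Il6* (2.93, edgeR q = 0.012) rose most and *Treml4* (-1.93, edgeR q = 0.0325) and *Sftpc* (-1.70, edgeR q = 0.00125) fell most. At 14 d *Arg1* (7.85, edgeR q = 0.00018) and *S100a9* (7.64, edgeR q = 0.000552) rose most, and *Xist* (-6.24, edgeR q = 2.26e-07) and *Igha* (-5.37, edgeR q = 0.00763) fell most. Of 1179 Reactome sets, 139 had an fgsea q under 0.05 at 3 d and 319 at 14 d. Collagen degradation had a NES of 1.25 at 3 d (fgsea q = 0.389) and 2.07 at 14 d (fgsea q = 0.000871), and interferon signaling 1.23 (fgsea q = 0.343) and -1.67 (fgsea q = 0.00564). Of the 8 matched splits, 6 and 3 gave a NES as large at 3 d for these sets (22 and 18 of 35), and 2 and 4 at 14 d (10 and 14 of 35).

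Marker lists of other cells, written before the data were examined, moved in macrophages at 14 d. Their mean log2 CPM went from 0.80 in controls to 5.75 at 14 d for neutrophils, from -1.39 to 3.05 for eosinophils, from 0.79 to 3.87 for fibroblasts and from 1.49 to 6.34 for interstitial macrophages, and that of alveolar macrophages from 10.05 to 9.08. In each of these lists the 14 d libraries lay apart from the controls (exact permutation test, two-sided, p = 0.0571, the smallest that 3 against 4 samples allow, and 0.123 adjusted over 144 comparisons). Other cells sorted with the macrophages are a candidate explanation for part of the 14 d changes, and the rise of 4.943 in neutrophil markers, a test written after the values were seen, cannot tell them from macrophages that take up or express these genes. In monocytes the interstitial macrophage markers went from 6.40 in controls to 8.62 at 14 d (exact permutation test, two-sided, p = 0.0286, 0.121 adjusted). Monocyte markers went from 10.73 in control monocytes to 10.16 at 3 d and 10.03 at 14 d.

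For monocytes, each of the 3 counts of genes called was reached by 1 of the 8 splits that part 4 same-numbered pairs, the real split, and by 1 of all 35. The largest count of any other split was 1 gene at 3 d, 212 at 14 d and 1 from 3 d to 14 d, against 11438, 1914 and 10395. At 3 d collagen degradation, matrix degradation and matrix organization were each matched by 4 of 8 splits (9 of 35), collagen formation by 4 of 8 (11 of 35) and the growth factor set by 3 of 8 (10 of 35). The cytokine and innate immune sets at 3 d were reached by 1 of 8 (1 of 35), and interferon signaling at 3 d and cytokine signaling at 14 d, counted after the data were seen, by 1 of 8 (2 and 3 of 35). At 14 d interferon signaling, the growth factor set, collagen degradation, matrix degradation and matrix organization were reached by 1 of 8 (1 of 35). Interferon alpha/beta was reached by 2 of 8 (5 of 35), interferon gamma by 2 of 8 (2 of 35), the second messenger set by 2 of 8 (6 of 35), the innate immune set by 3 of 8 (8 of 35) and collagen formation by 3 of 8 (11 of 35). With 8 matched splits no share under 0.05 can be reached, and the remaining splits of the 35 part fewer same-numbered pairs.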
